# Direct Type I IFN but Not MDA5/TLR3 Activation of Dendritic Cells Is Required for Maturation and Metabolic Shift to Glycolysis after Poly IC Stimulation

**DOI:** 10.1371/journal.pbio.1001759

**Published:** 2014-01-07

**Authors:** Austin Pantel, Angela Teixeira, Elias Haddad, Elizabeth G. Wood, Ralph M. Steinman, M. Paula Longhi

## Abstract

Type I interferons (IFNs) play an important role in direct antiviral defense as well as linking the innate and adaptive immune responses. On dendritic cells (DCs), IFNs facilitate their activation and contribute to CD8^+^ and CD4^+^ T cell priming. However, the precise molecular mechanism by which IFNs regulate maturation and immunogenicity of DCs in vivo has not been studied in depth. Here we show that, after in vivo stimulation with the TLR ligand poly IC, IFNs dominate transcriptional changes in DCs. In contrast to direct TLR3/mda5 signaling, IFNs are required for upregulation of all pathways associated with DC immunogenicity. In addition, metabolic pathways, particularly the switch from oxidative phosphorylation to glycolysis, are also regulated by IFNs and required for DC maturation. These data provide evidence for a metabolic reprogramming concomitant with DC maturation and offer a novel mechanism by which IFNs modulate DC maturation.

## Abstract 2

Type I IFN signaling is indispensable for the maturation of dendritic cells (DCs) that are required to elicit an immune response, and it also controls a shift in cellular metabolism to meet the increased energy demands of DC maturation.

## Author Summary

Immune responses are orchestrated by a specialized cell type called dendritic cells (DCs). In order to achieve durable and robust immunity, DCs need to undergo an intricate differentiation process known as maturation. This process is poorly understood at the moment. Poly IC, which mimics viral RNA and is an agonist for the viral pattern recognition receptors (PRRs) that signal “danger” to the immune system, can induce full maturation of DCs and it has been shown that this requires type I IFN signaling. In this study we set out to examine the specific signals provided by direct PRR or IFN stimulation that are required for DC maturation. We found to our surprise that type I IFN can regulate almost all steps of the DC's maturation process without requiring direct PRR involvement. We also show that type I IFN regulates several metabolic switches essential for preservation of DC integrity: it stimulates the expression of the hypoxia-inducible factor 1α (Hif1α), which controls the metabolic shift from oxidative phosphorylation (used by resting cells to generate energy) to aerobic glycolysis, a less efficient but faster energy-producing process. This metabolic shift was required to meet increased energy demands of activated DCs and to prevent their premature death, thus sustaining an immune response to viral infection.

## Introduction

Dendritic cells (DCs) are the main antigen presenting cells for initiating primary immune responses [1]. DCs patrol the bloodstream and tissues to sense danger signals from bacteria, viruses, or toxins. After exposure to such stimuli they undergo an extensive maturation process, which results in the loss of phagocytic activity, expression of co-stimulatory molecules, cytokine production, and enhanced migration to draining lymph nodes, where they present antigens to naive T cells. This intricate differentiation process is essential for the induction of immunity, as DCs can generate tolerance in the absence of “danger” signals [2].

The finding that pro-inflammatory cytokines upregulate HLA and costimulatory molecules in vitro, led to the idea that a cytokine cocktail (e.g., TNF-α, IL-1β, IL-6, PGE_2_) could be used to mature DCs [3],[4]. However, these DCs failed to produce IL-12, exhibited weak immunogenicity, and thus are ineffective for clinical use [5],[6]. In contrast, DCs matured in response to TLR agonist were shown to unleash more potent immune responses. Reis e Sousa et al. [7],[8] demonstrated that a robust Th1 response required direct pattern recognition receptor (PRR) stimulation. We reported previously that the synthetic dsRNA poly IC, a TLR3 and MDA5 agonist, efficiently stimulates functional maturation of DCs and confers immunogenicity, and its effect was critically dependent on direct stimulation of the type I IFN receptor [9]. Inflammatory cytokines are known to provide a third signal for T cell activation [10]. However, little is known about their specific signals provided for DC maturation.

Type I IFNs are potent anti-viral cytokines. The absence of type I IFN signaling increases susceptibility to some virus infections as demonstrated in IFNAR^−/−^ mice and in humans who harbour natural mutations in the type I IFN signaling pathway [11],[12]. This increased susceptibility is partially due to the expression of interferon-stimulated genes (ISGs) that control viral infections through a diverse range of direct antiviral effector functions [13], but type I IFNs have also been implicated in the generation of adaptive immunity. IFNs are known to promote clonal expansion and survival of antigen-specific CD8^+^ T cells [14],[15] and to induce the maturation of dendritic cells, the critical antigen presenting cells for initiating immunity [9]. We and others have shown that IFNs promote the expression of co-stimulatory molecule, increase DC migration, and facilitate cross-priming of CD8^+^ T cells and antigen presentation to CD4^+^ T cells [9],[16]–[19]. While it has been established that type I IFNs play an important role in DC maturation, the biochemical pathways involved, and the exact contribution of IFNs during this process, remain poorly understood.

In this study, we set out to examine the specific signals provided by direct PRR or IFNs stimulation that are required for DC maturation. Using a mixed chimera model, we identified genes and biochemical pathways that were governed exclusively by IFNs and made several interesting findings. First, IFNs, and not PRR, dominate gene expression changes induced in response to poly IC stimulation. Second, under a normal inflammatory response and in the presence of type I IFN, direct PRR stimulation is not required for DC maturation. Third, IFNs control a wide variety of cellular processes. In addition to pathways associated to DC maturation, e.g., antigen processing, our study revealed an important role for IFNs in regulating several metabolic switches essential for preservation of cellular integrity. We show that direct IFNAR stimulation induces hypoxia-inducible factor 1 (Hif1α) expression, which is responsible for the metabolic transition from oxidative phosphorylation (OXPHOS) to glycolysis and the prevention of DCs premature cell death.

## Results

### Type I IFN Dominates the Transcriptional Response to Poly IC

PRRs have long been thought to confer immunogenicity by inducing DC to undergo a series of phenotypic and functional changes that consequently result in T cell immunity. However, as demonstrated in our previous study, blocking type I IFN abolished DCs' immunogenicity conferred by poly IC stimulation [9]. This indicates that the intracellular events downstream of IFNAR, upon binding of type I IFN, differ from those downstream of PRR, and furthermore are indispensible for initiation of immune response. To differentiate the events directly resulting from IFNAR versus PRR on DCs in vivo, we generated mixed chimeric mice in which half of the bone marrow was derived from wild-type (WT) CD45.1 donors and the other half from PRR^−/−^ or IFNAR^−/−^ mice (CD45.2). Such system allows us to evaluate the intrinsic difference in DCs resulting from deficiency of respective receptor upon exposure to the same WT inflammatory environment. 

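Expression in sorted spleen DCs was measured on 36 Illumina bead arrays: 9 of unstimulated DCs, 8 of WT, 5 of PRR-/- and 5 of IFNAR-/- DCs taken 4 h after poly IC, and 6 of WT and 3 of IFNAR-/- DCs taken after 14 h. The legend of Figure 2D gives its samples as pools of mice. Bead signals exported before normalization were raised to the background of their array (74.4 to 107.6 signal units), transformed to log2 and quantile normalized over all 36 arrays. The 9606 genes with a probe detected on at least 3 arrays were tested. In 3 groups (unstimulated, PRR-/- and IFNAR-/- at 4 h) the first 2 arrays differed by less than any other pair of arrays within a group and were counted as 1 sample, a choice made once the values had been seen. That leaves 8 unstimulated, 8 WT, 4 PRR-/- and 4 IFNAR-/- samples for the 4 h comparisons. A gene was called changed at a difference of at least 2-fold with an adjusted p under 0.05 from limma, fitted over all 33 samples. These p-values measure the spread between samples, which may be partly technical. A fold against a group in which a gene was detected on no array is a lower bound, since the undetected signal was set to background, and is written as at least that fold. Where only part of the dimmer group was detected, the fold may be too small as well.
The deleted genes served as a check of the labels. The probe of Ifih1, which encodes MDA5, was detected on 8 of 8 arrays of WT DCs at 4 h and on 0 of 5 arrays of PRR-/- DCs, and that of the RNA sensor Tlr3 on 8 of 8 and 1 of 5. This tells PRR-/- from WT DCs at 4 h only. Ifih1 lay at background in each unstimulated sample too, and Tlr3 was at log2 levels of 6.49 to 6.58 in IFNAR-/- DCs at 4 h, against 6.49 to 6.59 in PRR-/- DCs. The probe of Ifnar1 was not detected on any array and says nothing about the label of IFNAR-/- DCs.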

Mice were injected with 50 µg of poly IC intraperitoneally (IP) and 4 h later, splenic DCs were harvested, sorted on the basis of the expression of CD45.2 marker, and analyzed for gene expression by microarray (Figure 1A). Two types of negative controls were included. First, mixed chimera mice were injected with PBS to evaluate WT versus knockout (KO) DC development and maturation in the steady state. Second, PRR^−/−^ (MDA5/TLR3 double KO, which are the receptors for poly IC) mice were stimulated with poly IC to evaluate whether impurities or other substances in the adjuvant preparation could result in stimulation through pathways independent of PRR. No statistically significant gene-expression changes were detected between WT and KO DCs in steady state (PBS DCs) or poly IC-stimulated DCs from PRR^−/−^ mice. Similarly no differences were observed when compared to poly IC-stimulated DCs with single or pooled negative controls (Tables S1 and S2). Thus all negative controls were pooled. 

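Some of the genes that poly IC induced most were undetected in the 8 unstimulated samples and others were well above background. Ifnb1 and Ifna5, which encode type I IFNs, were detected on 0 and 0 of 9 arrays, and the IL-27 subunit gene Il27 on 0. Isg15 was at a mean log2 level of 9.48 ± 0.92 (SD), and 25 of 31 antiviral genes were detected on each of the 9 arrays. The chemokine gene Cxcl10 had a mean log2 level of 8.44 ± 0.93 (SD), against 14.97 ± 0.14 in 8 samples of WT DCs at 4 h. Over all genes tested, the spread of the log2 difference between a pair of unstimulated samples (median absolute deviation) was 0.108 to 0.355 (median 0.252, 28 pairs). Pairs of an unstimulated sample and a WT sample at 4 h gave 0.299 to 0.532 (median 0.434, 64 pairs). The sample labels do not give the genotype or the kind of control of each unstimulated sample, so all 8 enter the comparisons as 1 group and no comparison was made among them.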

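At 4 h the response of WT DCs was led by antiviral genes. Of 31 measured IFN-stimulated antiviral genes, 29 rose in WT DCs over unstimulated DCs, also when adjusted over the list alone, and none fell (median log2 change 3.53, 8 against 8 samples). Among them were Oasl1, of the oligoadenylate synthetase family (60.6-fold, log2 change 5.92 ± 0.37 SE, adjusted p = 1.41e-13), the ubiquitin-like modifier Isg15 (4.74 ± 0.30), the antiviral enzyme gene Rsad2 (4.55 ± 0.33) and Cmpk2 (4.92 ± 0.29). Of 12 measured type I IFN genes 10 rose, with Ifnb1 at least 23.4-fold and Ifna5 at least 22.3-fold higher. Genes of RNA sensing and of IRF and STAT signalling followed: 8 of 23 rose, among them Ddx58 (RIG-I, 3.29), its relative Dhx58 (2.83), Irf7 (4.49) and Stat2 (2.36).
In all, 691 of 9606 genes passed the limma test. The methods' t-test with the same fold limit called 686. With the 3 sets of samples that resembled each other across groups as a block, 634 genes were called. Within the sets 688, 691 and 691 of the 691 genes kept their direction, and 446, 592 and 485 also a 2-fold change. The genes were called on these same samples, so a kept direction was nearly fixed beforehand and is no independent test. By camera, a test of whether a list moved more than the other genes, with a preset correlation, the antiviral, type I IFN and RNA sensing lists were higher (adjusted p = 1.31e-31, 3.16e-13 and 7.05e-10), and each of the 3 calls also held with an estimated correlation (0.0131, 0.0278 and 0.0154).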

Poly IC treatment led to change of 988 genes in WT DCs (2-fold change and false discovery rate [FDR]<0.05) (Figure 1B and 1D). As early as 4 h post-stimulation, more than 700 genes were upregulated, whereas only 269 genes were downregulated. 

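Genes that rose in WT DCs at 4 h outnumbered those that fell, 461 to 230 (66.7% of the calls), and they moved further. The largest rise was in Cxcl10 (92.4-fold, log2 change 6.53 ± 0.31 SE), followed by the secretin gene Sct (5.95 ± 0.20). The GTPase Gbp2 (4.68) and the IL-1 receptor antagonist Il1rn (4.07) were also high. The largest fall of any gene was -2.237. Ypel3 (-2.20 ± 0.23) and H2-M2, an MHC-like gene (-2.05 ± 0.36), fell by near 4-fold. The lectin Cd209a (-1.69) and Ifngr1, a chain of the IFN-γ receptor (-1.80), fell by less. Among cytokine genes 5 of 17 rose and none fell, with Il27 at least 17.1-fold and Il6 4.56-fold higher. Among chemokine genes 5 of 14 rose, with Cxcl9 at 2.98, Cxcl2 at 2.14 and Ccl5 at 2.03. Counts adjusted over the list alone were the same. Both lists were higher by camera (adjusted p = 0.000101 and 7e-05, and with an estimated correlation adjusted p = 0.0131 and 0.0278).
Markers of other cells moved in the same samples. Of 9 monocyte markers 5 rose and 1 fell (Cd14 1.73, Fcgr4 1.54, Lyz2 -1.11). The list was called by camera at an adjusted p = 0.00873, and at an adjusted p = 0.161 with an estimated correlation it was not. T cell and B cell markers had median log2 changes of 0.00 and -0.09 with no gene called. The balance of rises and falls depends on the scaling. Arrays brought to one median in place of quantile normalization put the median change of all genes at 0.231 and give 593 rises and 131 falls. A model-based background (neqc) gives 628 and 542.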

Strikingly, the majority of these changes were dependent on type I IFN and not PRR stimulation (Figure 1B–1C). 

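Most genes that changed in WT DCs at 4 h changed the same way in DCs without MDA5 and TLR3, and most did not in DCs without IFNAR. Of the 691 genes changed in WT DCs, 568 (82.2%) changed the same way in PRR-/- DCs and 168 (24.3%) in IFNAR-/- DCs (4 samples each). The difference between genotypes was then tested gene by gene. The change was weaker in IFNAR-/- than in WT DCs for 303 of the 691 genes by at least 2-fold, and for 444 (64.3%) by adjusted p alone, against 16 in PRR-/- DCs by at least 2-fold. Among induced genes 285 of 461 (61.8%) were weaker in IFNAR-/- DCs, and among repressed genes 18 of 230 (7.8%), by at least 2-fold. By adjusted p alone these were 346 (75.1%) and 98 (42.6%), and since the largest falls in WT DCs were near 4-fold, the 2-fold limit leaves less room for repressed genes. Oas1g, an oligoadenylate synthetase (-4.92 ± 0.45 SE in IFNAR-/- against WT, log2), and Sct (-5.34 ± 0.25) had the largest differences. Neither was called between PRR-/- and WT DCs (0.14 and -0.16). The formyl peptide receptor gene Fpr2 did not pass the test between IFNAR-/- and WT DCs (0.22).
Across genes, which are not independent replicates, log2 changes in PRR-/- and WT DCs had a Pearson correlation of 0.949, and changes in IFNAR-/- and WT DCs one of 0.528. The shared unstimulated samples alone give 0.407 and 0.409 in simulated genes without a response, so covariances compare better. These were 0.359 and 0.129, against 0.009 simulated for each. With the unstimulated samples divided between the fold changes, the mean correlations were 0.906 and 0.474 (70 splits). From the changes kept in PRR-/- DCs and missing in IFNAR-/- DCs the paper concludes that most of the response depended on type I IFN and not on direct stimulation of PRR.

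**Figure D1:**
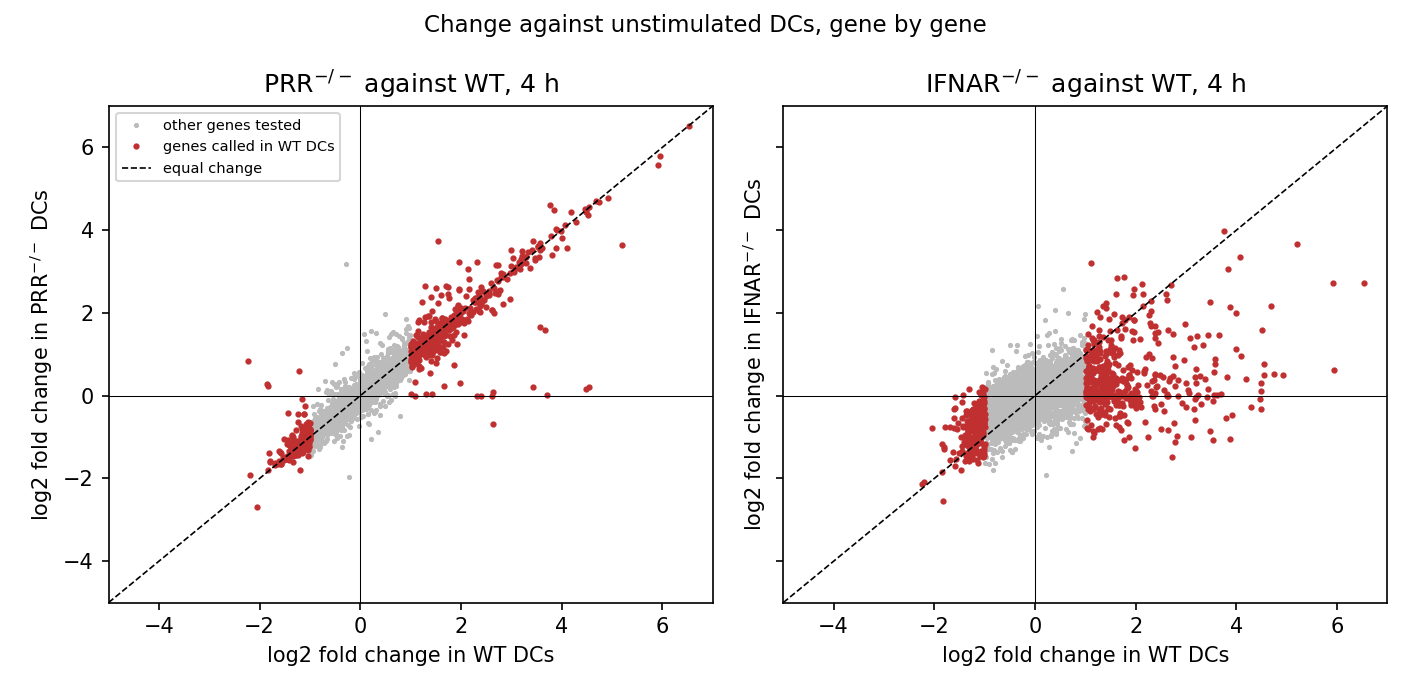
Log2 fold change against unstimulated DCs at 4 h for each of 9606 genes, in PRR-/- (left) and IFNAR-/- DCs (right) on the vertical axis and in WT DCs on the horizontal axis. Red points are the 691 genes changed in WT DCs; the slope over all genes is 0.938 for PRR-/- and 0.337 for IFNAR-/- DCs, against the dashed line of equal change.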

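Between PRR-/- and WT DCs at 4 h (4 against 8 samples) genes of type I IFN itself, Ifnb1 first, were among those that differed most. All 4 PRR-/- samples stayed at background for Ifih1, which was at least 5.23-fold lower than in WT DCs. Tlr3 had a mean log2 level of 6.52 ± 0.048 (SD) against 7.24 ± 0.18 (adjusted p = 9.41e-05, log2 difference -0.73), but 3 of the 4 PRR-/- samples lay at background, so the true difference may be larger and whether it reaches 2-fold cannot be told (-1.57 with neqc). Of 12 measured type I IFN genes 10 were lower in PRR-/- DCs, the same 10 as rose in WT DCs, and their count was also 10 adjusted over the list alone. Ifnb1 was 20.3-fold lower (log2 difference -4.34 ± 0.30 SE, adjusted p = 3.3e-11), Ifna5 20.0-fold, Ifna2 12.8-fold and Ifna4 at least 4.98-fold. The genes that answer to IFN did not follow. No antiviral gene among 31 was called, and their median log2 difference was 0.03. Adjusted over the list alone, 1 was lower, Trim30a (log2 difference -1.91).
In all, 29 genes differed, 17 lower and 12 higher in PRR-/- DCs. Besides the IFN genes, Ctse, which encodes cathepsin E (-3.32 ± 0.47), and the chitinase-like Chil1 (-2.08) were lower. Ifi202b, of a family of DNA-binding IFN-inducible proteins, was higher in the mean by at least 3.46, as all 8 WT samples lay at background. PRR-/- replicate 4 lay at background as well (6.49), and the other PRR-/- samples at 10.45 to 11.62. The collagenase Mmp13 (2.19) and Hebp1 (3.07) were also higher. Red pulp macrophage markers were higher as a list, with a median log2 difference of 0.73 (0.49, 0.89 and 0.50 within the sets, camera adjusted p = 1.41e-22, 0.00143 with an estimated correlation). Of these markers 3 of 17 were called, Spic, Hmox1 and C1qc, and 6 higher and 1 lower adjusted over the list alone. Single samples overlapped: over unstimulated DCs the list's median was 1.011 in WT replicate 2, above PRR-/- replicates 4 and 5 (0.333 and 0.847). Monocyte markers were higher as a list as well (median 0.58, 0.37, 0.64 and 0.52 within the sets, camera adjusted p = 7.16e-05), with 0 of 9 called and adjusted p = 0.0618 with an estimated correlation. The type I IFN list was lower by camera (adjusted p = 3.51e-100, 1.46e-07 with an estimated correlation), with a median of -2.44 and -1.46, -2.93 and -2.23 within the sets. The total varies with the method, from 56 genes with no fold limit, 47 with neqc and 39 with the sets as a block to 13 with limma on these groups alone and 11 with the methods' t-test. The 12 higher genes are the less stable part: 24 with neqc, 19 with the sets as a block, 7 without PRR-/- replicate 3, 5 without PRR-/- replicate 1-2, 5 at an adjusted p under 0.01, 4 with limma on these groups alone and 3 with the methods' t-test. All 29 genes kept their direction within each set, and 23, 26 and 24 also a 2-fold difference. They were called on these same samples, so this is no independent test. Ifnb1 was low without IFNAR as well, at log2 levels of 6.56 to 7.65 in IFNAR-/- against 10.37 to 11.93 in WT samples at 4 h. The median of the type I IFN list over its unstimulated level was 0 to 0.089 in IFNAR-/- and 1.475 to 3.54 in WT samples. Low type I IFN genes at 4 h were thus not particular to PRR-/- DCs. From the genes that differed between PRR-/- and WT DCs the paper reasons that type I IFN genes need direct PRR stimulation for their induction.

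**Figure D2:**
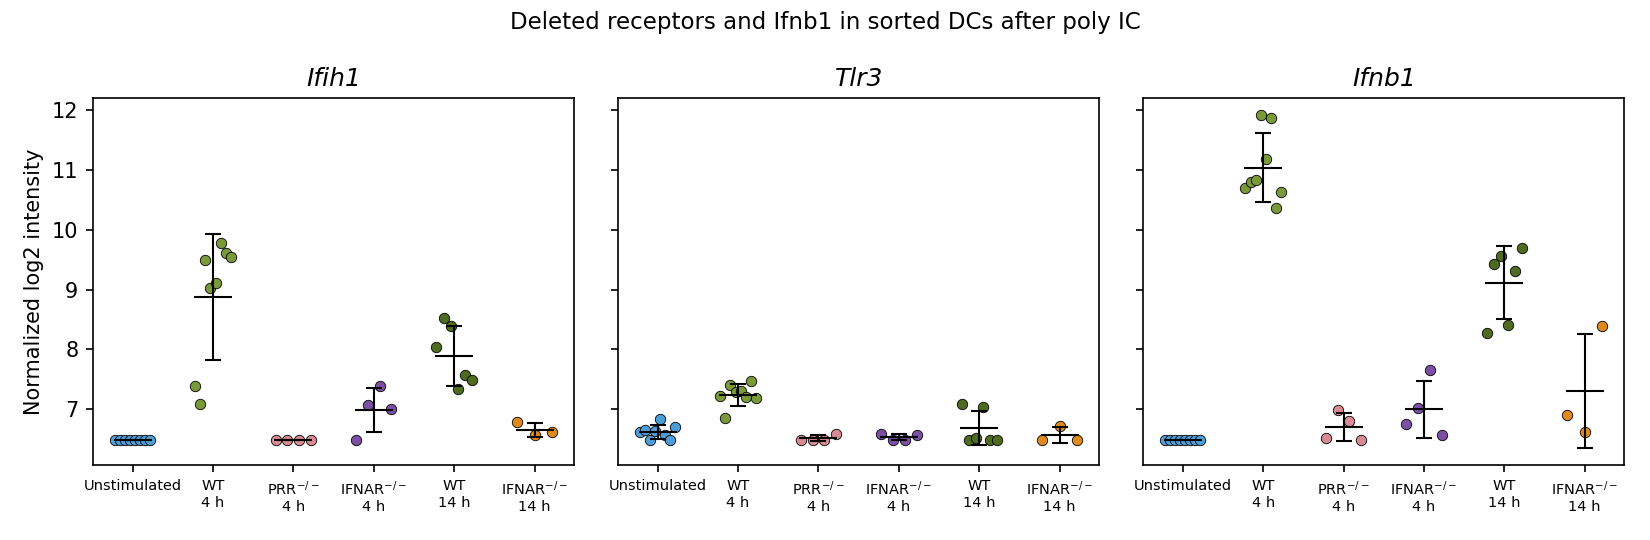
Normalized log2 intensity of Ifih1, Tlr3 and Ifnb1 in each sample (points) with group mean and SD (bars). Ifnb1 has a mean of 11.04 in WT and 6.70 in PRR-/- DCs at 4 h, and samples at the lowest level are undetected.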

PRR^−/−^ DCs showed a similar profile than WT DCs except for the expression of 26 genes, including all type I IFN cytokine genes that required direct PRR stimulation in order to induce their expression (Figure 1E; Table S1). In contrast, only 354 genes changed their expression in IFNAR^−/−^ DCs after poly IC (Figure 1D). These results confirm the importance of IFNs in controlling the process of DC maturation.

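Poly IC still changed IFNAR-/- DCs at 4 h, by fewer genes and smaller steps than in WT DCs. Against unstimulated DCs (4 against 8 samples) 284 genes passed the test, 147 higher and 137 lower. With neqc 227 were higher and 278 lower. The methods' t-test called 263, and 274 were called with the sets of samples as a block. Within the sets 283, 283 and 284 of the 284 kept their direction, and 147, 235 and 167 also a 2-fold change. These genes were called on the same samples, so this is no independent test. The largest rises were in Fpr2 (15.7-fold, log2 change 3.98 ± 0.33 SE), AA467197 (3.65), Il1rn (3.35 ± 0.27) and the fatty acid binding protein Fabp5 (3.20). Socs3, an inhibitor of cytokine signalling, also rose (2.44). The receptor gene Klra17 fell most (-2.54 ± 0.53). A few IFN-inducible genes rose without IFNAR, Cxcl10 (2.73), Oasl1 (2.71) and Gbp2 (2.16) among them. Of 14 chemokine genes 4 rose, also adjusted over the list alone, with Ccl17 at 2.17 and Cxcl2 at 2.18 (camera adjusted p = 0.00849, and adjusted p = 0.245 with an estimated correlation). Neutrophil markers rose in the same samples. Of 13, 4 were higher and 1 lower, with S100a8 at 2.46 and Hp at 2.45 (adjusted p = 0.0146, and adjusted p = 0.485 with an estimated correlation). Directly compared with WT DCs at 4 h, IFNAR-/- DCs differed in 444 genes, 365 of them lower.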

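Genes of DC maturation rose in WT DCs and in part in IFNAR-/- DCs. Of 21 measured costimulation and maturation genes, 13 rose in WT DCs at 4 h and 6 in IFNAR-/- DCs, with the same counts adjusted over the list alone (8 unstimulated, 8 WT and 4 IFNAR-/- samples). Cd40, through which DCs receive T cell help, rose in both (log2 change 2.45 ± 0.13 SE in WT and 1.55 ± 0.16 in IFNAR-/- DCs), as did Fscn1, which encodes the actin-bundling protein of mature DC dendrites (1.93 and 1.56). Cd274, which encodes the inhibitory ligand PD-L1, and the migration receptor Ccr7 rose in IFNAR-/- DCs by 1.09 and 1.03. Tested between genotypes, 4 of the 21 were lower in IFNAR-/- than in WT DCs, including Il15ra (-1.99) and the early activation marker Cd69 (-1.17), and 1 was higher, Slamf1 (1.39). Cd40 did not pass (-0.90, adjusted p = 5.13e-05). The list was higher by camera in WT (adjusted p = 5.5e-10, 0.0333 with an estimated correlation) and in IFNAR-/- DCs (adjusted p = 2.21e-09, and adjusted p = 0.144 with an estimated correlation). Between genotypes it was lower in IFNAR-/- DCs with a median of -0.24, and -0.18, -0.25 and -0.11 within the sets (adjusted p = 0.0103, and adjusted p = 0.367 with an estimated correlation).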

**Figure 1:**
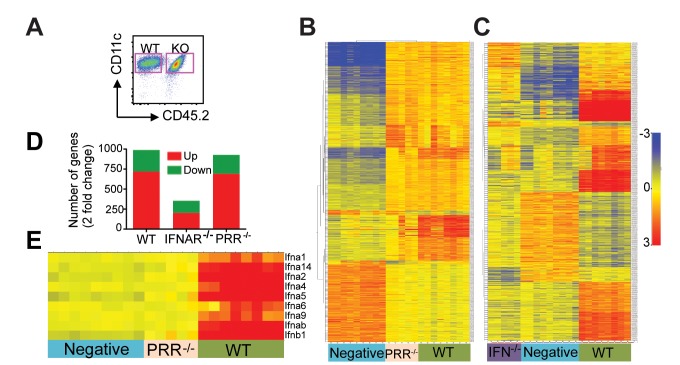
DCs transcriptional response to poly IC is highly dependent on type I IFNs. (A) Bone marrow mixed-chimera mice were injected with 50 µg poly IC IP. 4 h later, DCs were FACS sorted on the basis of CD45.2 expression and analyzed for gene expression with Illumina chips. Heat map represent expression values (2-fold change and FDR<0.05) of poly IC-treated WT (green), PRR^−/−^ (pink) versus untreated DCs (blue) (B) or WT, IFNAR^−/−^ (violet) versus untreated DCs (C). Each column represents an individual sample. The red and blue colors indicate high and low expression, respectively. (D) Similar results can be observed when depicted as bar graphs, where upregulated genes are shown in red and downregulated ones in green. (E) As in (B) but heat map represents expression values of genes belonging to type I IFN cytokines. Each column represents an individual sample. Graph represents the numbers of genes up- or downregulated in WT, IFNAR^−/−^, and PRR^−/−^ DCs after poly IC stimulation.

### Type I IFN Controls the Activation of Pathways Associated with DC Maturation

Besides their well-known anti-viral function, it is increasingly recognized that IFNs contribute to DC maturation. The dramatic change in transcriptional profile downstream of IFNAR suggests that IFNs affect molecular pathways that lead to immunogenicity. To identify these pathways, we performed pathway analysis of the transcriptional changes using gene set enrichment analysis (GSEA) (FDR<0.25) [20]. Our analysis reveals that in response to poly IC treatment, both WT and IFNAR^−/−^ DCs activated pathways associated with general inflammation including NFκβ, IL6, IL-15, and IL10, indicating that stimulation from the inflammatory milieu is independent of IFNAR (Figure 2A; Table S2). 

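Part of the inflammatory signalling genes rose in both genotypes at 4 h. Of 24 measured genes of NFκB and TNF signalling, 7 rose in WT and 3 in IFNAR-/- DCs, also adjusted over the list alone. Bcl3, an IκB family member, rose in both (log2 change 2.27 ± 0.12 SE and 1.95 ± 0.14), and so did Tnfaip2 (1.26 and 1.43). Nfkb2 rose in both as well (1.11 and 1.08), and Traf1 was called in WT DCs (1.29). Between IFNAR-/- and WT DCs none of the 24 passed the 2-fold test (median log2 difference -0.11, camera adjusted p = 0.0962), and 4 were lower by adjusted p alone, Traf1 included (-0.60). The cytokine genes behind the named pathways differed more. Il6 rose in WT DCs and was at 0.64 in IFNAR-/- DCs (not called), a log2 difference of -1.55 ± 0.30 between them, and Il10 rose in WT DCs (1.15) with a difference of -0.96 that did not pass the 2-fold limit.
Among the pathway genes of Table S2, a selection made by the study on these samples and so not independent evidence, WT DCs raised 5 of 9 IL-6, 6 of 10 IL-10, 3 of 8 NFκB, 7 of 14 IL-15 signaling and 1 of 9 TNFR2 genes, and IFNAR-/- DCs 4, 4, 1, 2 and 0. By camera all 5 lists were higher in IFNAR-/- DCs. With an estimated correlation the IL-6 and IL-10 lists held (adjusted p = 0.0212 for each), and NFκB, IL-15 signaling and TNFR2 did not (adjusted p = 0.124, 0.234 and 0.124). The fixed NFκB list was higher in WT (adjusted p = 3.81e-08, 0.0375 with an estimated correlation) and in IFNAR-/- DCs (adjusted p = 4.15e-08, and adjusted p = 0.144 with an estimated correlation). The paper reasons that signals of the inflammatory milieu act on DCs independently of IFNAR.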

To corroborate these findings, we first documented the systemic release of inflammatory cytokines in mixed chimeras. After poly IC injection, early production of TNF-α at 1 h and later release of IL-6 and IFN-α at 6 h post injection were detected in mixed-chimera mice as previously described for WT mice (Figure 2B) [9], indicating that both DCs were exposed to same inflammatory milieu. To prove cytokine stimulation of DCs, we evaluated the activation of STAT (p-STAT) transcriptional factor by Phosphoflow analysis. As expected p-STAT3 and p-STAT5, the signal transducers for IL-6, IL-10, and IL-15 pathway among others, were detected in WT as well IFNAR^−/−^ DCs, while only WT DCs showed STAT1 phosphorylation, the signature transducer for type I IFN pathway (Figure 2C). Activation of STAT4, the transducer involved in IL-12 pathway was not detected in either WT or IFNAR^−/−^ DCs, consistent with the absence of IL12p70 production by splenic DCs in response to poly IC as previously described [9].

**Figure 2:**
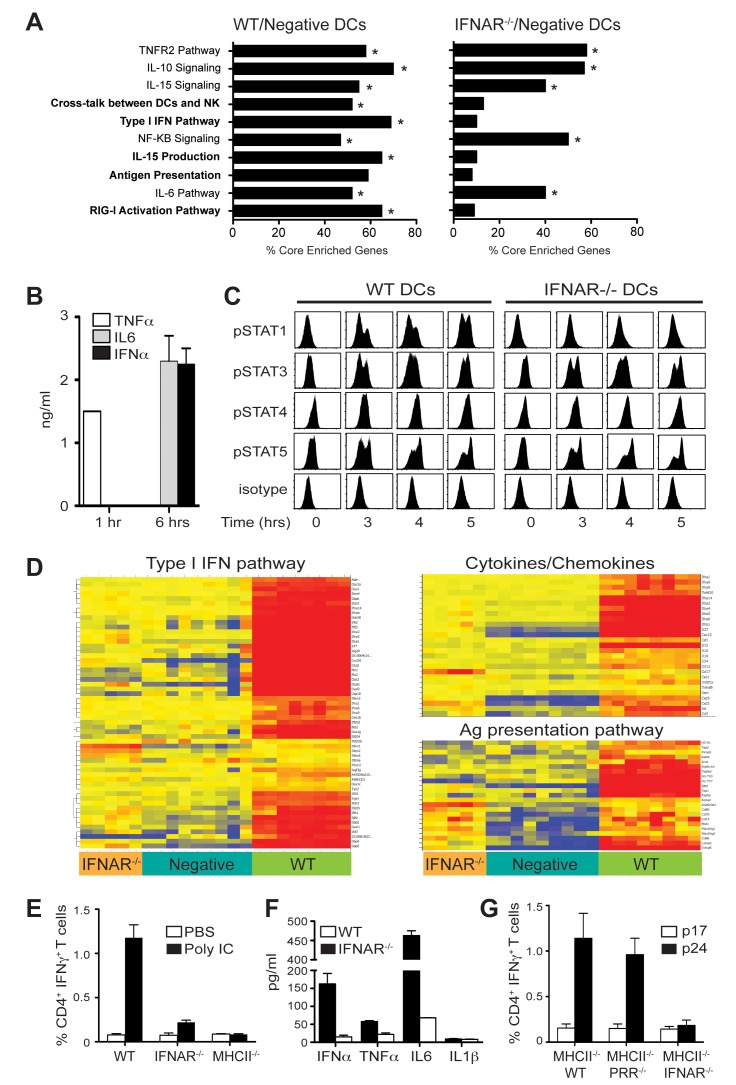
Impaired antigen presentation by IFNAR^−/−^ DCs. Bone marrow mixed-chimera mice were injected with 50 µg poly IC IP. 4 h later, purified DCs were analyzed for gene expression with Illumina chips. (A) Pathway analysis was performed using GSEA. Graph represents the top ten pathways upregulated in WT DCs after poly IC stimulation (FDR<0.25) and the correspondent pathways in IFNAR^−/−^ DCs. Bars indicate the percent of core enrichment genes for each set (defined as those genes ranked before or at the peak of the enrichment score). Significant pathways (FDR<0.25) are indicated with *. (B) WT/IFNAR^−/−^ mixed chimera mice were treated IP with 50 µg poly IC. At different time points, IL-6, TNF-α, and IFN-α were analyzed in serum. Error bars indicate the mean ± SD (*n* = 4). (C) Mixed chimera mice were treated IP with 50 µg poly IC. At different time points, activation of STATs transcriptional factors was evaluated by intracellular staining of the phosphorylated active form by Phospho Flow. Histograms are representative of three independent experiments. (D) Heat maps represent expression values of genes belonging to the type I IFN, cytokines/chemokines, and antigen presentation pathways. Each column represents an individual sample (six mice pooled). WT DCs are indicated in green, IFNAR^−/−^ in orange, and untreated DCs in blue. (E) Poly IC-treated WT, IFNAR^−/−^, and MHCII^−/−^ DCs were pulsed in vivo with DEC-p24 antigen and adoptively transferred into naïve mice. Antigen-specific response was evaluated by intracellular cytokines after prime-boost. Graph represents the percentage of CD3^+^ CD4^+^ T cells producing IFN-γ. Means ± SD are shown of three independent experiments with a total of nine mice. (F) WT/IFNAR^−/−^ mixed-chimera mice were stimulated with poly IC in vivo. 4 h later, WT and IFNAR^−/−^ DCs were purified by cell sort and plated at 1×10^5^ cells/well in a round-bottomed 96 well. Supernatants were collected after 18 h and cytokine production was evaluated by multiplex ELISA. Bars represent the mean ± SD from three independent experiments. (G) Mixed-chimera mice were vaccinated with 5 µg α-DEC-p24 along with 50 µg poly IC and 25 µg of αCD40 mAb IP Two weeks later, IFN-γ secretion in gated CD3^+^ CD4^+^ T cells from spleen, was measured in response to gag p24 peptide mix or control gag p17 peptide mix. Bars represent the mean ± SD from two experiments with six mice total.

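Without IFNAR the antiviral program stayed near its unstimulated level at 4 h. Of 31 measured IFN-stimulated antiviral genes, 29 were lower in IFNAR-/- than in WT DCs (4 against 8 samples, median log2 difference -3.21, within the sets -3.11, -3.13 and -3.39). Of the same genes 4 were higher in IFNAR-/- than in unstimulated DCs (median -0.02). Both counts were the same adjusted over the list alone. Oas2 of the oligoadenylate synthetase system (-4.61 ± 0.47 SE), the IFIT family gene Ifit3 (23.2-fold lower, -4.54 ± 0.54), the GTPases Mx1 (-4.33 ± 0.31) and Mx2 (-4.38) and the exonuclease Isg20 (-4.56) were each lower in IFNAR-/- DCs. Isg15 had mean log2 levels of 14.22 ± 0.31 (SD) in WT and 10.01 ± 0.33 in IFNAR-/- DCs. Against unstimulated DCs, Mx1 was at -0.54 and Oas2 at -1.07 in IFNAR-/- DCs, neither called. RNA helicases and their signalling genes were lower as well, 7 of 23, with Ddx58 (-3.49 ± 0.29), Dhx58 (-3.81), Ifih1 (-1.89) and the transcription factor subunit Stat2 (-2.33).
By camera the antiviral and RNA helicase lists were lower in IFNAR-/- than in WT DCs (adjusted p = 1.76e-41 and 1.45e-06, 0.00528 and 0.0488 in turn with an estimated correlation). The study's own selections in Table S2, which are not independent evidence, gave 37 of 43 type I IFN pathway genes lower and 1 higher and 6 of 11 RIG-I pathway genes lower (adjusted p = 0.00216 and 0.0568 with an estimated correlation). Plasmacytoid DC markers, several of which answer to IFN, were lower too (4 of 8, adjusted p = 0.000175, 0.0488 with an estimated correlation). So were monocyte markers (4 of 9, median -1.06, within the sets -0.58, -1.06 and -1.03, adjusted p = 0.0038, and adjusted p = 0.143 with an estimated correlation), the opposite direction to 14 h.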

In stark contrast, IFNAR^−/−^ DCs failed to increase expression of RIG-like helicase as well as other genes in the type I IFN pathway, including genes encoding proteins implicated in the major antiviral pathways such as the PKR and IFIT proteins, the 2–5A synthetase system (OAS2/3), and the Mx pathway (MX1/2) (Table S2) [13]. Interestingly, in comparison to WT, INFAR^−/−^ DCs failed to activate many genes directly associated with DC immunogenicity. These include genes involved in pathways of antigen processing and presentation such as *MHCII*, *tap*, *lamp2*, and DC-natural killer (NK) cross-talk, and IL15 production such as *Il18* and *Il15* (Figure 2A and 2D; and Table S2). To confirm this result, we studied HIV gag-specific immune priming in vivo. 

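Class I antigen presentation and IL-15 separated IFNAR-/- from WT DCs at 4 h, and class II presentation did not as a group. Il15, which sustains NK and CD8 T cells, was 8.54-fold lower in IFNAR-/- DCs (log2 difference -3.10 ± 0.19 SE, adjusted p = 2.98e-13). Its mean log2 level was 12.33 ± 0.25 (SD) in WT and 9.24 ± 0.17 in IFNAR-/- DCs. Of 22 measured genes of MHC class I processing 9 were lower, also adjusted over the list alone. They include the peptide transporter Tap1 (-1.29 ± 0.13 SE, from 10.83 ± 0.091 SD in WT to 9.54 ± 0.13 in IFNAR-/- DCs), the loading factor Tapbp (-1.57), the immunoproteasome subunit Psmb10 (-1.39) and Nlrc5, the class I transactivator (-1.37). In WT DCs 6 of the 22 rose over unstimulated DCs and in IFNAR-/- DCs none. Of 21 class II processing genes 1, H2-Eb2, was higher in IFNAR-/- DCs and none lower (median 0.12, camera adjusted p = 0.234). In WT DCs 1 rose and 4 fell against unstimulated DCs, with H2-DMb1 (-1.33) and Ciita, the class II transactivator (-1.09), among those lower. Lamp2, a lysosomal membrane protein gene, rose in WT DCs (1.41) and differed by -0.77 between IFNAR-/- and WT DCs (adjusted p = 0.00123), short of 2-fold, as were Tap2 (-0.91) and Il18 (-0.75, adjusted p = 0.00147).
The class I list was lower in IFNAR-/- DCs by camera (median -0.95, within the sets -0.87, -1.02 and -0.90, adjusted p = 2.44e-11, 0.00775 with an estimated correlation). Of the genes the study placed in its antigen presentation, DC and NK cross-talk and IL-15 production pathways, chosen on these samples and not independent evidence, 10 of 26, 6 of 14 and 5 of 12 were lower in IFNAR-/- DCs (adjusted p = 0.0122, 0.0122 and 0.0405 with an estimated correlation). Markers of NK cells were lower in IFNAR-/- DCs as well (2 of 8, adjusted p = 0.0412, and adjusted p = 0.367 with an estimated correlation).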

Mixed-chimera mice were immunized with anti-DEC-HIV gag and either poly IC or PBS. Four hours later, splenic DCs were harvested, purified by cell sorting, and used for vaccination of naïve mice (intravenous [IV]). MHCII^−/−^ DCs were used as negative control. As expected only poly IC–treated WT, and not IFNAR^−/−^ or MHCII^−/−^ DCs, induced antigen-specific T cell responses (Figure 2E). In addition, IFNAR^−/−^ DCs, despite being stimulated by an inflammatory response in vivo, were unable to produce cytokines that play an important role in T cell priming and memory fate (Figure 2F). In summary, our data show that IFNAR signaling plays an indispensible role in inducing DC's immunogenicity after poly IC treatment and raises an important question. Is direct PRR stimulation required for DC immunogenicity? To answer this question we generated mixed chimeric mice in which half of the bone marrow was derived from MHCII^−/−^ donors and the other half from WT, PRR^−/−^, or IFNAR^−/−^ mice and analyzed gag-specific T cell responses after in vivo vaccination. Despite the requirement of PRR signaling for the production of type I IFNs (Figure 1E), under a fully induced inflammatory response, direct PRR stimulation was not required for DC maturation as previously believed (Figure 2G) [7]. In addition, no differences were observed in T cell proliferation and differentiation (unpublished data). IFN alpha A/D (universal type I IFN) as stand-alone adjuvant was unable to prime T cells (unpublished data) indicating that type I IFNs are essential but not sufficient to mature DCs and other factors are required.

### IFNs Are Required for DC's Metabolic Reprogramming

Our data revealed that over 900 genes changed their expression in response to poly IC in a type I IFN-dependent manner as early as 4 h. 

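How many WT responses at 4 h counted as dependent on IFNAR followed from the definition used. Of the 691 genes changed in WT DCs, 523 were not called the same way in IFNAR-/- DCs and 410 (59.3%) changed in IFNAR-/- DCs by less than 0.5 of the WT log2 change. For PRR-/- DCs the latter count was 30 (4.3%). Induced genes made up 332 of the 410, with Irf7 (-4.82 ± 0.36 SE in IFNAR-/- against WT DCs, log2), Il27 (-3.13) and the transcriptional cofactor Daxx (-3.23) among them, and 78 were repressed genes. Of 15 apoptosis genes 7 rose in WT DCs and 5 were lower in IFNAR-/- than in WT DCs, with the same counts adjusted over the list alone. The inflammatory caspase Casp4 was at 3.21 in WT against unstimulated DCs, while Bcl2l11 and Fas rose in both (2.30 and 2.05, 2.28 and 1.75). The list was lower in IFNAR-/- than in WT DCs by camera (adjusted p = 0.000124, 0.0222 with an estimated correlation). The difference itself, IFNAR-/- against WT DCs at 4 h, took in 79 genes higher and 365 lower of 9606 (434 in all by the methods' t-test and 448 with the sets of samples as a block). All 444 kept their direction within each set, and 371, 421 and 394 also a 2-fold difference, though they were called on these same samples. The higher part rests on the background method, with 227 higher and 491 lower by neqc.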

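The 14 h comparison rests on 6 arrays of WT and 3 of IFNAR-/- DCs, set against the same 8 unstimulated samples as at 4 h, processed and tested together with them. No array of the 14 h groups repeated another. All 9 14 h samples lie outside the 3 sets found among the 4 h samples, so no within-set value can be had for them. Of the WT samples, replicate 6 stands apart from its group, and the counts of the metabolic lists that rest on it are given without it as well. Probes detected per array were 11214 to 12096 in WT and 11767 to 12326 in IFNAR-/- DCs.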

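At 14 h WT DCs kept their antiviral genes high and IFNAR-/- DCs did not. Of 31 measured antiviral genes 28 were higher in WT than in unstimulated DCs and 3 in IFNAR-/- DCs, where 1 was lower. Between IFNAR-/- and WT DCs (3 against 6 samples) 28 were lower in IFNAR-/- DCs, with Mx1 at -4.21 ± 0.36 SE and Ifit3 at -4.07 ± 0.62 (log2 difference). Counts adjusted over the list alone were the same. Sct rose most in WT DCs (181-fold, from 7.01 ± 0.40 SD in unstimulated to 14.51 ± 0.55 in WT DCs) and was at 8.83 ± 0.064 in IFNAR-/- DCs. Maturation genes were lower in IFNAR-/- than in WT DCs for 12 of 21 and higher for 1, Cd40 (-1.90) and Fscn1 (-2.32) included. So were 11 of 22 class I genes (H2-K1 -1.83), 9 of 24 NFκB and TNF genes (Birc2 -1.72, Relb -1.48) and 10 of 23 RNA sensing genes. The chain gene Cd8b1 (-5.20) and Il15 (-2.92) were also lower in IFNAR-/- DCs.
In WT DCs 1054 genes had changed against unstimulated DCs, 596 up and 458 down, and in IFNAR-/- DCs 238, 161 up and 77 down (the methods' t-test: 1043 and 207). In WT DCs the split was 852 up and 787 down with neqc, and 682 and 323 with median scaling. Of the 1054, 122 (11.6%) changed the same way in IFNAR-/- DCs. The change was weaker there for 604 (57.3%) by at least 2-fold and for 830 (78.7%) by adjusted p alone. By at least 2-fold, 67.4% of the induced and 44.1% of the repressed genes were weaker. IFNAR-/- and WT DCs differed directly in 925 genes, 452 higher and 473 lower (669 by the methods' t-test, 258 higher and 411 lower). Log2 changes in both genotypes had a covariance of 0.109 across genes, against 0.009 simulated without a response (Pearson correlation 0.392 and 0.342). By camera the antiviral and class I lists were lower in IFNAR-/- than in WT DCs (adjusted p = 6.12e-23 and 4.44e-08, 0.0309 for each with an estimated correlation), as were the maturation, NFκB and RNA sensing lists (adjusted p = 5.3e-07, 1.29e-06 and 2.29e-06), which did not hold with an estimated correlation (adjusted p = 0.0848, 0.0797 and 0.0751). The paper states that IFNs regulated most of the changes at 14 h.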

Similar findings were observed after 14 h stimulation when the majority of gene expression changes were regulated by IFNs (2-fold change and FDR<0.05) (Figure 3A). Surprisingly, a set of genes that were absent in WT DCs, were found upregulated in IFNAR^−/−^ DCs in response to inflammation after 14 h (Figure 3A, arrows). 

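Lpl and Lyz2 had the largest differences among the genes raised at 14 h in IFNAR-/- but not in WT DCs. Lpl, which encodes lipoprotein lipase, had mean log2 levels of 12.24 ± 0.18 (SD) in 3 IFNAR-/- and 6.53 ± 0.083 in 6 WT samples (52.1-fold, adjusted p = 3.14e-13). The nuclear receptor of oxysterols Nr1h3 was 11.6-fold higher in IFNAR-/- than in WT DCs (log2 difference 3.54 ± 0.28 SE), the acute phase gene Saa3 12.8-fold (3.67 ± 0.19), Fpr2 15.7-fold, the metalloproteinase Mmp14 14.4-fold and lysozyme, Lyz2, 25.2-fold. Lyz2 had fallen in WT DCs (-2.99) and risen in IFNAR-/- DCs (1.66) against unstimulated DCs. The complement genes C1qb and C1qc (3.88 and 3.04) and the endotoxin receptor gene Cd14 (3.65) were higher in IFNAR-/- than in WT DCs as well, and were not called lower in WT than in unstimulated DCs (-0.78, -0.65 and -0.90). In all, 83 genes were higher in IFNAR-/- DCs than in both WT and unstimulated DCs without being called higher in WT DCs, of 161 that rose in IFNAR-/- DCs (51.6%). Of the 452 genes higher in IFNAR-/- than in WT DCs, 202 (44.7%) were lower in WT than in unstimulated DCs.
Markers of other myeloid cells were among the genes that differed. In IFNAR-/- against WT DCs 6 of 9 monocyte, 6 of 13 neutrophil and 6 of 17 red pulp macrophage markers were higher and none lower (adjusted over the list alone, 1 red pulp macrophage marker was lower), with S100a8 at 2.94, Hp at 3.06 and Hmox1 at 2.85. By camera the lists were higher (median log2 difference 1.35, 0.78 and 0.54, with adjusted p = 4.83e-06, 0.000643 and 0.00483). With an estimated correlation the monocyte list held (adjusted p = 0.0309) and the others did not (adjusted p = 0.144 and 0.297). T cell, B cell and erythroid markers had no gene called, and 3 of 8 plasmacytoid DC markers were lower (adjusted p = 0.00342, and adjusted p = 0.116 with an estimated correlation). NK cell markers were lower for 2 of 8 (median -0.53, adjusted p = 0.0412, and adjusted p = 0.309 with an estimated correlation), and 3 had risen in WT against unstimulated DCs (median 1.03, adjusted p = 0.0202, and adjusted p = 0.332 with an estimated correlation; 4 adjusted over the list alone).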

To understand this group of genes that appear to be suppressed by IFNAR signaling, we categorize these genes and biochemical pathways using GSEA. Our analysis revealed that the top pathways unregulated in IFNAR^−/−^ were associated with cell metabolism, e.g., OXPHOS (Figure 3B; Table S3), which was also evident after 4 h. 

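Genes of oxidative phosphorylation were higher in IFNAR-/- than in WT DCs at 14 h as a group by camera (adjusted p = 3.71e-14), though not with an estimated correlation (adjusted p = 0.144). Of 69 measured nuclear genes, 35 were higher (37 adjusted over the list alone), none was lower, and the median log2 difference was 1.04 (3 against 6 samples). Atp5g1, a subunit of ATP synthase, had mean log2 levels of 11.75 ± 0.21 (SD) in IFNAR-/-, 9.95 ± 0.88 in WT and 11.10 ± 0.29 in unstimulated DCs (adjusted p = 2.84e-05 between IFNAR-/- and WT). The complex III gene Uqcr11 (1.78 ± 0.37 SE), the complex I gene Ndufc1 (1.67) and the complex IV gene Cox8a (1.45) were also higher. Against unstimulated DCs 16 of the 69 fell in WT DCs (median -0.70), with Ndufc2 at -1.53 and Ndufa6 at -1.45. In IFNAR-/- DCs the median was 0.36 with 1 gene lower. Without WT replicate 6, whose level stands far below the other 5, the median difference between IFNAR-/- and WT DCs was 0.748, in the same direction, but 12 genes were called in place of 35, and 5 fell in WT against unstimulated DCs in place of 16 (median -0.45).
Other metabolic lists moved the same way in IFNAR-/- against WT DCs. Higher were 11 of 26 nucleotide synthesis genes (Nme1 2.46, Aprt 2.45), 12 of 58 ribosomal protein genes (Rpl36al 1.42) and 4 of 21 TCA cycle genes, of which 1 was lower (Fh1 1.30, Idh1 -1.11). So were 3 of 17 glutathione genes (Gstp1 2.09) and 2 of 11 heme genes (Blvrb 2.22), with the same counts adjusted over each list alone. Pentose phosphate genes had a median of 0.64, with none of 7 called. Without WT replicate 6 the counts were 10 nucleotide synthesis, 4 ribosomal protein (median 0.513 against 0.78), 3 TCA cycle, 2 glutathione and 2 heme genes higher, and Idh1 was no longer called. Camera called these lists and oxidative phosphorylation higher (adjusted p = 3.71e-14 for oxidative phosphorylation, 2.04e-08, 9.63e-08, 0.000763, 0.0106, 0.00342 and 0.0141 for the others in order). None of these 7 calls held with an estimated correlation (adjusted p = 0.144, 0.0751, 0.315, 0.0751, 0.137, 0.0751 and 0.124). The glycolysis list was also higher in IFNAR-/- than in WT DCs (median 0.395, 5 of 22 genes higher and 1 lower, camera adjusted p = 0.00342). Its call did hold with an estimated correlation, and without WT replicate 6 its median was 0.408. Aminoacyl-tRNA synthetases were not called (median 0.27, adjusted p = 0.0685). Monocyte and neutrophil markers were higher in the same 3 IFNAR-/- samples. The genes of Table S3, picked by the study from these samples and not independent evidence, were higher by camera in all 10 pathways, with 29 of 60 oxidative phosphorylation, 10 of 37 ribosome, 9 of 38 purine, 8 of 30 pyrimidine, 3 of 11 citrate cycle, 3 of 13 glutathione, 2 of 12 heme, 2 of 9 pyruvate, 2 of 15 pentose phosphate and 1 of 11 aminoacyl-tRNA genes called. With an estimated correlation pyrimidine, citrate cycle, heme, pyruvate and glutathione held (adjusted p = 0.047 for each) and oxidative phosphorylation, ribosome, pentose phosphate, purine and aminoacyl-tRNA did not (adjusted p = 0.0731, 0.207, 0.071, 0.0505 and 0.0941).
At 4 h, 61 of the 69 oxidative phosphorylation genes were on the higher side in IFNAR-/- against WT DCs, none was called, and the median log2 difference was 0.25 (within the sets 0.20, 0.28 and 0.23, camera adjusted p = 0.0908). This is short of the 0.05 used here, while the paper's pathway analysis used GSEA with an FDR limit of 0.25. The TCA cycle list was higher at 4 h (median 0.21, adjusted p = 0.0371, and adjusted p = 0.265 with an estimated correlation). From the metabolic pathways that lead the comparison of both genotypes, the paper states that IFNAR-/- DCs differ in cell metabolism, at 4 h as well.

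**Figure D3:**
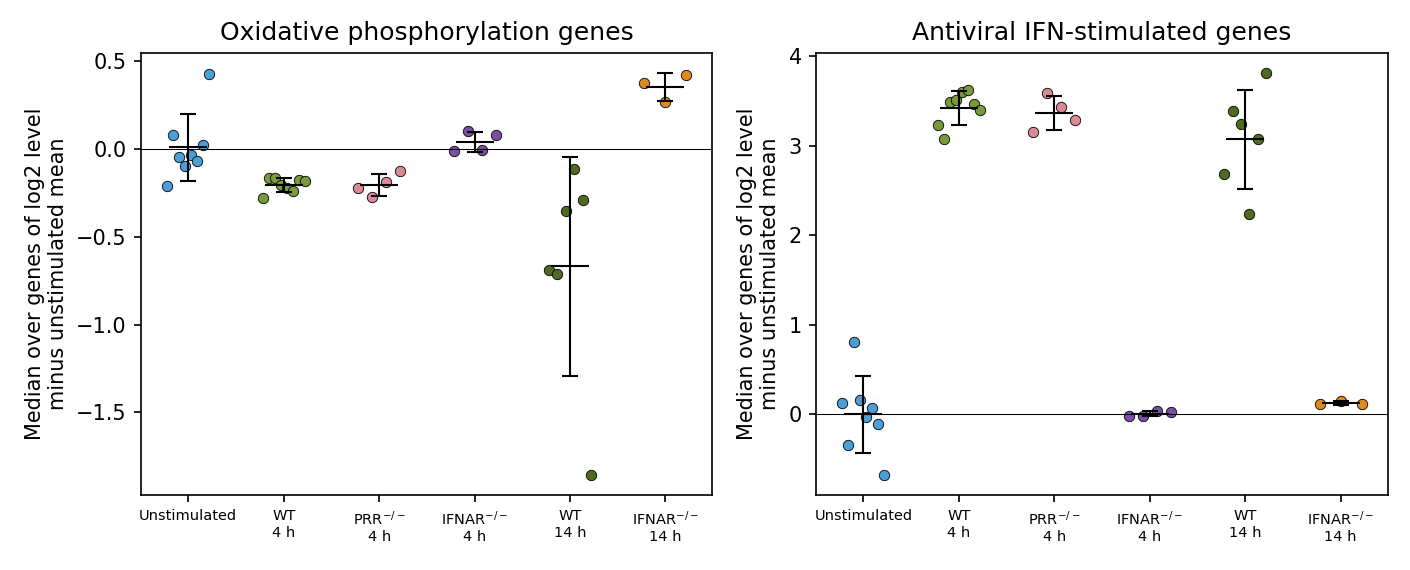
Median over list genes of the log2 level minus the unstimulated mean, per sample (points), for 69 oxidative phosphorylation genes (left) and 31 antiviral genes (right), with group mean and SD (bars). For oxidative phosphorylation the group means are -0.669 in WT and 0.354 in IFNAR-/- DCs at 14 h, and -0.204 and 0.041 at 4 h.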

Consistent with enhanced OXPHOS and mitochondrial respiration, mitochondrial membrane potential, an indicator of electron transport chain use, was significantly increased in IFNAR^−/−^ versus WT DCs after poly IC stimulation (Figure 4A) while mitochondrial mass was unchanged (Figure 4B). To confirm the decline in mitochondrial activity we used metabolic-flux analysis (Seahorse XF Analyser) to assess mitochondrial respiration by measuring oxygen-consumption rate (OCR) under basal conditions and after drug-induced mitochondrial stress [21]. Basal OCR was dramatically reduced in WT DCs after poly IC stimulation compared to untreated DCs. In contrast, there was no significant difference between PBS and poly IC-treated IFNAR^−/−^ DCs (Figure 4C). The sequential addition of the mitochondrial ATP-synthase inhibitor (oligomycin), the mitochondrial uncoupler FCCP, and the mitochondrial complex inhibitors antimycin-A and rotenone rotenone induced a characteristic OCR “drift” over time in steady state WT and IFNAR^−/−^ DCs, while OCR values were unchanged in poly IC-activated WT DCs (Figure 4C). In stark contrast, PBS and poly IC-treated IFNAR^−/−^ DCs showed similar changes in OCR values in response to pharmacological perturbation of mitochondrial function (Figure 4C). To determine weather reduced mitochondrial respiration in poly IC-stimulated DCs is a result of a metabolic shift to glycolysis, we analyzed the extracellular acidification rate (ECAR) as an indicator of lactate production and glycolysis. Poly IC stimulation of WT DCs resulted in an increase in glycolytic rate. However and consistent with OCR, ECAR values were similar between treated and un-treated IFNAR^−/−^ DCs (Figure 4D).

**Figure 3:**
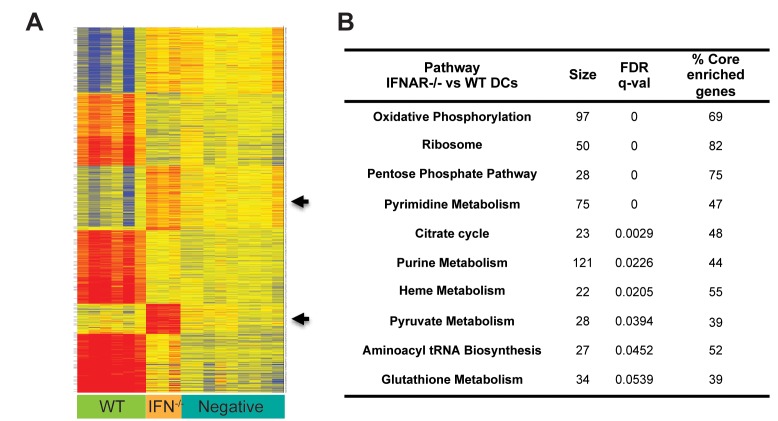
Altered metabolic response in IFNAR^−/−^ DCs. (A) Bone marrow mixed-chimera mice were injected with 50 µg poly IC IP. 14 h later, DCs were FACS sorted based on CD45.2 expression and analyzed for gene expression with Illumina chips. Heat map represents expression values (2-fold change and FDR<0.05) of poly IC-treated WT (green), IFNAR^−/−^ (orange) versus untreated DCs (blue). Each column represents an individual sample. (B) Pathway analysis was performed using GSEA (FDR<0.25). Table represents the top ten pathways upregulated in IFNAR^−/−^ versus WT DCs.

**Figure 4:**
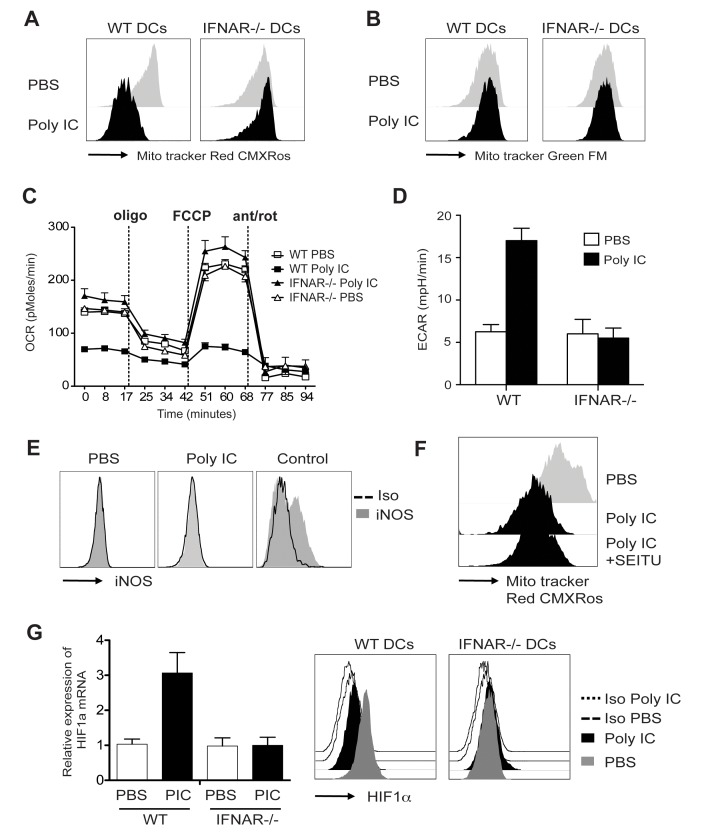
Changes in mitochondrial function after poly IC stimulation. WT/IFNAR bone marrow mixed-chimera mice were injected with 50 µg poly IC IP. 14 h later, spleen were harvested and incubated with the membrane potential-dependent stain MitoTracker Red CMXRos (A) or MitoTracker Green FM (B) for 20 min at 37°C. Cell staining was evaluated in CD11c^+^MHCII^+^B220^−^DX5^−^ DCs by flow cytometry. Histogram is representative of three independent experiments. (C) As (A) and (B) but after 14 h, CD11c^+^MHCII^+^B220^−^DX5^−^ DCs were sorted and seeded in a Seahorse XF-24 analyzer. OCR was determined in real time after the addition oligomycin, FCCP, and antimycin-A/rotenone. (D) ECAR values. Data represent means ± SD of quadruplicates. Data are representative of three experiments. (E) WT mice were injected with 50 µg poly IC IP 18 h later intracellular expressions of iNOS was evaluated by FACS. As positive control, monocyte-derived DCs were stimulated with LPS. Histogram are representative of three independent experiments. (F) As in (A), but WT were injected with 50 µg poly IC IP, spleen was harvested 4 h later and further incubated in the presence of SEITU ON. Histogram is representative of three independent experiments. (G) Chimera mice were stimulated with poly IC 4 h in vivo. Total RNA was isolated from sort-purified CD11c^+^MHCII^+^ DCs. Relative expression of HIF1α was analyzed by real time (RT)-PCR or by intracellular staining. mRNA levels in resting DCs were set to 1.

This finding indicates that DC activation with poly IC induces several metabolic changes most likely to preserve cell integrity while supporting the bioenergetically demanding processes of migration, cytokine secretion, and other effector functions and this process is regulated by type I IFNs. Recently, Pearce and colleagues showed that commitment to glycolysis on DCs was mediated by NO inhibition of OXPHOS [22]. However, this mechanism was limited to inflammatory monocyte-derived DCs and, consistent with their data, we could not detect iNOS production after poly IC stimulation or decreased mitochondrial membrane potential in the presence of the NOS inhibitor S-ethyl-isothiourea (SEITU) (Figure 4E and 4F). However, we could detect decreased expression of the Hif1 in IFNAR^−/−^ versus WT DCs (Figure 4G), which was shown to regulate commitment to glycolysis in other systems [23],[24]. These results show an association between IFNs and the control of metabolic pathways on DCs and suggest that this process can be regulated by Hif1α.

### Metabolic Switch to Glycolysis Is Regulated by Hif1α and Is Required for DC Immunogenicity

Hif1 functions as a master regulator of oxygen homeostasis, reduces oxygen consumption, and inhibits the generation of reactive oxygen species (ROS) from mitochondria, by switching glucose metabolism from OXPHOS to glycolysis. Hif1α is usually activated in response to hypoxia, but expression can be induced by TLR stimulation, though mechanism and consequence remain unclear [25]. To address the role of IFNAR signaling as a link between TLR stimuli, Hif1α upregulation, and metabolic reprogramming, we generated mice with conditional deletion of Hif1α in DCs by crossing Hif1α^flox/−^ with CD11c-Cre mice. Mice were healthy and showed no difference in DC numbers and activation markers in steady state compared to control DCs (unpublished data). We did not detect any difference between Hif1α^flox/flox^ and Hif-1α^+/−^, therefore Hif-1α^+/−^ mice were used as controls. Consistent with IFNAR^−/−^ DCs and supporting its role in controlling glycolytic switch, mitochondrial respiration, as assayed by real-time analysis of OCR, was restored in Hif1α^−/−^ DCs (Figure 5A). In addition, poly IC-stimulated Hif1α^−/−^ DCs displayed ECAR levels comparable to resting DCs (Figure 5B). Likewise, mitochondrial membrane potential, as well as total mitochondrial mass in Hif1α^−/−^ DCs, was unchanged after poly IC stimulation (Figure 5C). ROS are the natural by-products of mitochondrial respiration [26]; therefore, glycolytic switch may protect cells from oxidative stress and increase life span significantly. To test whether inhibition of Hif1α could result in high levels of ROS, we stained cells with CellROX Deep Red, a non-fluorescent reagent that becomes fluorescent upon oxidation by reactive oxygen. Relative to control DCs, Hif1α^−/−^ DCs demonstrated increased fluorescence staining after TLR stimulation (Figure 5D). To determine the impact of Hif1α knockdown on the cellular energy balance, ATP levels were measured after poly IC stimulation in vivo (Figure 5E). A modest increased in ATP levels were observed in WT DCs after poly IC stimulation, indicating that increased glycolytic rate was sufficient to sustain the ATP pool. In contrast, ATP levels were significantly lower in Hif1α^−/−^ DCs. ATP is necessary to maintain cell homeostasis and to promote cell survival since loss of intracellular ATP results in cell necrosis or apoptosis [27]. Indeed, we could detect increased cell death in Hif1α^−/−^, compared to WT DCs after poly IC stimulation (Figure 5F). Inhibition of NADPH oxidase by apocynin only partially decreased Hif1α^−/−^ and, to a lesser extent, WT DCs apoptosis (unpublished data) indicating that ROS levels are not the only reason for this effect. Together, this indicates that IFNAR signaling leads to upregulation of Hif1α, which may contribute to DC survival by suppressing production of reactive oxygen and maintenance of intracellular ATP levels.

**Figure 5:**
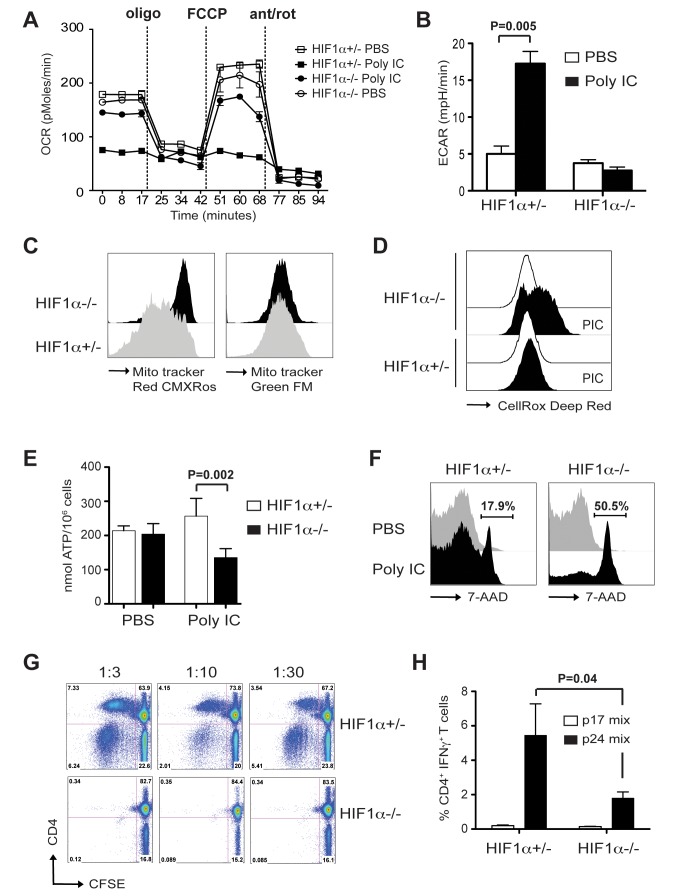
Hif1α is required for DC immunogenicity. Conditional Hif-1α^flox/−^. CD11c-Cre^+^ (HIF1α^−/−^) or HIF1α^+/−^ control mice were injected with 50 µg poly IC IP. 14 h later, spleen were harvested, CD11c^+^MHCII^+^B220^−^DX5^−^ DCs cell-sorted and seeded in a Seahorse XF-24 analyzer. (A) OCR in real time after sequential addition of oligomycin, FCCP, and antimycin-A/rotenone. (B) ECAR values. Data represent means ± SD of cuadriplicates. Data are representative of three experiments. (C) As in (A) but cells were incubated with MitoTracker Red CMXRos or MitoTracker Green FM and analyzed by flow cytometry. Histogram is representative of three independent experiments. (D) Hif1α^−/−^ and control mice were injected with 50 µg of poly IC and 14 h later splenic DCs were incubated with CellRox Deep Red reagent for 30 min at 37°C or (E) live purified CD11c^+^ MHCII^+^ DCs were lysed and ATP levels were measured by Elisa (*n* = 3). (F) Splenic DCs were stained with 7-AAD after 14 h stimulation with poly IC in vivo. Histogram is representative of three independent experiments. (G) HIF1α^−/−^ or HIF1α^+/−^ control mice were stimulated with 50 µg of poly IC. 18 h later, CD11c^+^ MHCII^+^ DCs were purified by cell-sort, fixed, and added in graded numbers to 2×10^5^ allogeneic Balb/C T cells. T cell proliferation was detected by CFSE dilution of CD3^+^ cells. Data are representative of three experiments. (H) Mice were primed and boosted 4 wk apart with 5 µg α-DEC-p24 and 50 µg poly IC. 1 wk later, IFN-γ secretion in gated CD3^+^ CD4^+^ T cells from spleen, was measured in response to gag p24 peptide mix or control gag p17 peptide mix. Bars represent the mean ± SD from two experiments with six mice total.

To explore a causal link between IFNs, Hif1, DC survival, and immunogenicity, we assessed the ability of Hif1α^−/−^ DCs to induce T cell responses. To first test the functionality of DCs, we sorted CD11c^+^ MHCII^+^ DCs from spleen 18 h after poly IC injection and performed a mixed-leukocyte reaction (MLR). DCs from Hif1α^+/−^ but not Hif1α^flox/−^ CD11c-Cre^+^ mice became active stimulators of the allogeneic MLR, inducing robust proliferation of both CD4^+^ and CD8^+^ T cells (Figure 5G). Then, to evaluate the capacity of DCs to become immunogenic following antigen capture in vivo, we immunized mice with poly IC and Dec-HIVp24 targeted-vaccine, and analyzed immune T cell response after prime/boost. Consistent with the MLR, T cell response was reduced in Hif1α^flox/−^ CD11c-Cre^+^ compared to WT mice (Figure 5H), suggesting that increased cell death results in reduced T cell stimulation.

## Discussion

DC maturation is a highly complex differentiation process characterized by, but not limited to, upregulation of costimulatory molecules, production of inflammatory cytokines, downregulation of endocytic/phagocytic activity, changes in cell morphology and migration, and upregulation of the antigen processing machinery. Activation in *trans* by inflammatory mediators has been shown to induce phenotypically mature DCs. However, those DCs were unable to induce adaptive immunity. Increasing evidence suggest that direct pathogen stimulation via PRR, is required to induce fully mature DCs and to provide “signal, 3” e.g., cytokines for T cell priming [8],[28]. In our previous work, using poly IC as maturation stimuli, we found that direct PRR stimulation alone is insufficient to induce DC maturation and that immunogenicity requires direct signaling through type I IFN receptor [9]. In this work, we aimed to identify key biochemical pathways for DC maturation that were regulated by direct PRR or IFNAR stimulation. In order to do so, we performed gene array analysis from mixed chimera mice. In this model, DCs from WT bone marrow can respond directly to poly IC and type I IFNs and they mount a normal inflammatory response, whereas DCs derived from the KO bone marrow only respond to one receptor (PRR or IFNAR). However, both DCs receive the same secondary signals from the inflammatory environment (activation in *trans* due to poly IC response in WT radioresistant and radiosensitive cells). While, microarray analyses have been previously used to investigate the global effects of PRR and interferon stimulation in isolated cells in vitro [29]–[31], no information is currently available on genes directly regulated by PRR and type I IFNs in vivo, where inflammation is the consequence of the complex response of several cell populations to various stimuli.

The data presented in this paper show that bystander activation of PRR^−/−^ DCs induces similar gene expression profile to WT DCs, with the exception of type I IFN genes that required direct PRR engagement. However, in stark contrast from previous publications from Sporri and colleagues [28] and consistent with the microarray data, as long as type I IFNs were present in the inflammatory milieu, direct PRR stimulation was not required for DC immunogenicity. This difference could be attributed to the study of polyclonal T cell responses instead of TCR-transgenic models. This finding is of high relevance for the design of protein-based vaccine. The current paradigm is that adjuvant should be designed to activate specific PRR receptors expressed selectively on different DC subsets. DC subsets express an array of different PRR, which will require a perfect matching of the adjuvant and the antigen-presenting cell. Our data refute this model and suggest that DCs can be activated *in trans* by different PRR agonist.

While direct PRR stimulation had little impact in the gene expression profile of poly IC-stimulated DCs, the overall response was dramatically reduced in IFNAR^−/−^ DCs. This is particularly surprising because poly IC induces high levels of pro-inflammatory cytokines, in particular TNF-α, which has been described to activate DCs [32],[33]; yet we found that pro-inflammatory cytokines or direct PRR engagement, in the absence of IFNAR signaling, were unable to upregulate pathways associated with DC maturation, including upregulation of costimulatory molecules, and were dispensable for DC immunogenicity. More strikingly, the data presented here indicate that type I IFNs can also regulate metabolic pathways. After a transient increase in mitochondrial activity, activated DCs switch from mitochondrial OXPHOS to aerobic glycolysis as the major source of ATP [22],[34]. Glycolysis generates ATP with lower efficiency but at a faster rate than OXPHOS [35]. We confirmed similar metabolic shifts in DCs in vivo. WT DCs showed an upregulation of Hif1α transcription followed by a decrease in mitochondrial respiration and increase in glycolytic rate. To our surprise, metabolic reprogramming was impaired in IFNAR^−/−^ DCs. IFNAR^−/−^ DCs utilize OXPHOS as the main source of ATP in an attempt to rebalance their energy supply via increased respiration, which was evident by upregulation of the OXPHOS, citrate cycle, and pyruvate pathways. One could argue that failure to switch to glycolysis is rather a consequence than the cause of DC inactivation. Our experimental approach relies on the use of mixed-chimeric mice where both DCs are exposed to the same inflammatory milieu. We could detect partial upregulation of costimulatory molecules as well as STAT3 and STAT5 phosphorylation indicating that IFNAR^−/−^ DCs were stimulated by other cytokines and inflammatory mediators. Furthermore, membrane potential was increased in poly IC-stimulated compared to steady state-IFNAR^−/−^ DCs showing that those DCs have an altered metabolic response to inflammation.

Metabolic reprogramming appears to prevent bioenergetic collapse in response to the initial increase in energy consumption associated with signal transduction and transcription. Recently, it has been recognized that T cell metabolism is regulated to support cell proliferation and control cell trafficking [36], but how it affects DC maturation is unclear. The transcription factor Hif1, which can be activated by low oxygen tensions or TLR stimulation, promotes the shift from oxidative to glycolytic metabolism [37]. LPS-stimulated mouse DCs under hypoxia increased expression of costimulatory molecules, proinflammatory cytokine, and induction of MLR. Inhibition of Hif1α expression with siRNA, significantly reduces glucose usage, inhibits DC maturation and MLR stimulation [38]. However, others have shown reduced migratory capacity and impaired DC maturation after exposure to low oxygen tension and Hif1 activation [39]–[42]. Experiments were performed in vitro with artificial culture conditions, instead of in vivo with genetic approaches, which may explain these contradictory results. Using conditional KO mice, we showed that Hif1α upregulation was required for metabolic switch to glycolysis as well as for DC survival and immunogenicity in vivo. During the revision process of this manuscript, two reports of the important role of Hif1α on DC's function were published [43],[44]. The authors had used a similar genetic targeting approach to delete expression of Hif1α and showed regulation of bone marrow-derived DC's cytokine expression and antigen presentation capacity. However, the exact mechanism and the association with cell metabolism were not investigated.

While the focus of this study was to define actions of PRR and IFNs in the activation of DCs, these data also helped to elucidate additional roles of interferons in cell metabolism. Exploration of the transcriptional program initiated by the adjuvant poly IC and controlled directly by IFNs, extends our understanding of the global actions of these cytokines and improves our comprehension of the many steps required for DC maturation.

## Materials and Methods

### Mice

C57BL/6, Hif1α^flox/flox^, and CD11c-Cre^+^ mice were purchased from Jackson Laboratory; IFNAR^−/−^, MDA5^−/−^, and MDA5xTLR3^−/−^ mice were kindly provided by K. Murali-Krishna (University of Washington, Seattle) and M. Colonna (Washington University, St. Louis, MO). To increase efficiency of CRE recombination, Hif1α^flox/flox^ mice were first crossed with EIIA-CRE to obtain Hif1α^flox/−^. Mice were then crossed with CD11c-Cre. Hif1α deletion was detected using the primers TTGGGGATGAAAACATCTGC and GCAGTTAAGAGCACTAGTTG. Mice were maintained under specific pathogen-free conditions and used at 7–8 wk of age according to Institutional Animal Care and Use guidelines.

### DC Innate Responses

Mice were injected IP with 50 µg of poly IC. For cytokine production, spleens were harvested 4 h after in vivo stimulation. CD11c^+^ MHCII^+^ DCs were purified by cell sorting (FACSAria; BD Biosciences) and plated at 5×10^4^ cells/well in a 96 well plate for 18 h prior to assay of cytokines in the supernatants by multiplex ELISA (R&D Systems; eBioscience). Alternatively, serum samples were collected 1 and 6 h after poly IC injection. For intracellular detection of phosphorylated STAT, purified CD11c^+^ MHCII^+^ DCs from mixed-chimera mice, were incubated in vitro with 25 µg/ml of poly IC and collected at different time points. For Hif1α expression, mixed-chimera mice were injected with 50 µg of poly IC for 4 h. Cells were fixed with 2% paraformaldehyde, permeabilized with cold 80% methanol and stained with PE- anti phospho Stat antibodies (BD Bioscience) or purified anti-Hif1α antibody (Novus Biologicals) followed by Alexa Fluor 555 goat anti rabbit secondary antibody (Invitrogen). Percentage of positive WT and IFNAR^−/−^ DCs was analyzed by flow cytometry.

### Metabolism Assays

Mitochondrial mass and potential were measured with MitoTracker Green FM and MitoTracker Red CMXRos (Invitrogen), respectively, by flow cytometry following manufacturers instructions. Oxidative stress was evaluated with CellRox Deep Red (Invitrogen) and flow cytometry according to the manufacturer's instructions. For ATP analysis, mice were injected with 50 µg of poly IC. After 14 h, live CD11c^hi^ CD3^−^ DX5^−^ B220^−^ DCs were cell-sorted, washed, and resuspended in 100 µl/10^6^ cells of PBS. Samples were boiled for 5 min and ATP concentration was measured with ATP determination kit (Invitrogen). For real-time analysis of the ECAR and the OCR, the Seahorse XF-24 metabolic extracellular flux analyzer was used (Seahorse Bioscience). In brief, mice were injected with PBS or 50 µg of poly IC. After 14 h, live CD11c^hi^ CD3^−^ DX5^−^ B220^−^ DCs were cell-sorted, washed, and resuspended in XF assay medium (unbuffered DMEM supplemented with 10 mM glucose, 2% FCS, 100 U/ml penicillin/streptomycin, 2 mM L-glutamine, and pyruvate) and plated onto Seahorse X24 cell plates at 4×10^5^/well. Perturbation of mitochondrial function was achieved by addition of 1 µM oligomycin, 1.5 µM fluoro-carbonyl cyanide phenylhydrazone (FCCP), and 100 nM rotenone plus 1 µM antimycin A (Sigma-Aldrich). Oligomycin is an ATP synthase inhibitor, FCCP a protonophore that uncouples ATP synthesis from the electron transport chain, rotenone and antimycin Aare complex I and III inhibitors, respectively. OCR was measured prior and after the addition of the indicated drugs per the manufacturer's instructions (Seahorse Bioscience).

### DC Antigen Presentation

To test allostimulatory capacity, spleen and node CD11c^+^ MHCII^+^ DCs were isolated 18 h after poly IC injection by cell sorting. DCs were fixed with 1% paraformaldehyde for 10 min on ice and added in graded numbers to 2×10^5^ CFSE-labeled (Molecular Probes) Balb/C T cells. After 5 d of culture, samples were stained with Live/Dead Fixable Violet viability dye (Invitrogen), AlexaFluor700-anti-CD3, PerCP-Cy5.5-anti-CD4, APC-eFluor780-anti-CD8, and acquired on a BD LSR II flow cytometer. For DC antigen presentation in vivo, chimera mice and MHCII^−/−^ mice as negative control, were injected with 5 µg of gag-p24 together with 50 µg of poly IC. After 4 h, splenic WT or IFNAR^−/−^ CD11c^+^ MHCII^+^ DCs were purified by cell sorting based on the expression of CD45.2 and adoptively transferred into naïve mice (IV). Alternatively, mice were immunized twice IP at 4 wk intervals with 5 µg of HIV gag-p24 plus 50 µg of poly IC. One week later, splenocytes were restimulated with p24 or p17 negative control peptide mix as previously described [9]. Antigen-specific responses were evaluated by intracellular IFN-γ after prime-boost.

### Microarray Analysis

Bone marrow mixed-chimera mice were injected with 50 µg poly IC IP 4 and 14 h later, WT and KO CD11c^hi^ CD3^−^ DX5^−^ B220^−^ DCs, were FACS sorted on the basis of CD45.2 expression. Total RNA was isolated using a Trizol (Invitrogen) and with RNeasy minelute cleanup kit (Qiagen). RNA was quantified using a Nanodrop 1000D spectrophotometer (ThermoScientific) and quality tested with Agilent 2100 Bioanalyser (Agilent Technologies). cRNA was labeled and hybridized onto mouseRef-8 Expression BeadChips v2.0 (Illumina) as per manufacturer's instructions and data were extracted using BeadStudio software (Illumina). At least triplicate samples were analyzed to achieve statistical significance. Raw data from Illumina single color chips were analyzed with GeneSpring 10.0. Intensities below background intensity were replaced with background intensity. The data were log transformed and the quantile normalization algorithm was applied. Data were filtered to eliminate probes with low expression intensity. Baseline transformed was performed to the median of all samples. Multiple t-tests were used to find differentially expressed genes (*p*-values adjusted with Benjamini-Hochberg method using FDR of 0.05). Differential expression was defined as 2-fold increase or decrease in poly IC stimulated WT, IFNAR^−/−^, or PRR^−/−^ over non-stimulated DCs. Significantly differentially regulated pathways were identified by GSEA (FDR of 0.25). The microarray data are available through the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession number GSE46478.

### Real-Time PCR

Total RNA was isolated as described above. High-capacity RNA-to-cDNA Kit (Applied Biosystems) was used for cDNA reactions and stored at −80°C. Primers for HIF1α and GAPDH were selected and purchased from Applied Biosystems Gene Expression Assay Selection. GAPDH gene was used as a housekeeping gene to normalize results. Quantitative real-time PCRs were performed using TaqMan Universal PCR Master Mix in a 7900HT Real-Time PCR Instrument (Applied Biosystems).

### Statistical Analysis

Data reported in the figures represent the average of at least three independent experiments. Statistical significance was determined by Student's t-test with two-tailed *p*-values of 0.05 or less. Error bars represent the means ± standard deviation (SD). Data were analyzed and charts were generated using Prism 5 (GraphPad Software).

## Supporting Information

Table S1 **List of differentially expressed genes in PRR^−/−^ versus WT DCs after poly IC stimulation (4 h).** Fold changes are indicated as FC and p-values adjusted with Benjamini-Hochberg method as adj Pval.
(XLSX)

Table S2 **List of core enriched genes (GSEA) of all pathways in** **Figure 2** **.** Table displays the list of genes in each pathway that were core enriched in negative controls (pooled) compared to poly IC-treated WT DCs. Fold changes are indicated as FC and *p*-values adjusted with Benjamini-Hochberg method as adj Pval. In addition, the FC and Pval of genes when compared to steady state, single, negative controls, are also shown.
(XLSX)

Table S3 **Core enriched genes (GSEA) of all pathways in** **Figure 3** **.** Table displays the list of genes that were core enriched in each pathway after GSEA analysis and their fold change (FC) and *p*-value.
(XLSX)

## Abbreviations

DC: dendritic cell
ECAR: extracellular acidification rate
GSEA: gene set enrichment analysis
FDR: false discovery rate
IFN: interferon
IP: intraperitoneal
KO: knockout
MLR: mixed-leukocyte reaction
OCR: oxygen-consumption rate
OXPHOS: oxidative phosphorylation
PRR: pattern recognition receptor
ROS: reactive oxygen species
SD: standard deviation
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

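RNA of sorted CD11c hi CD3- DX5- B220- spleen DCs was measured on 36 Illumina bead arrays: 9 of unstimulated DCs, 8 of WT, 5 of PRR-/- and 5 of IFNAR-/- DCs taken 4 h after 50 µg of poly IC, and 6 of WT and 3 of IFNAR-/- DCs taken after 14 h. The intensity values used are the bead signals the authors exported from BeadStudio and deposited before normalization. The program's version is not given in the sources used here. Beside each signal the authors deposited a detection p-value, which BeadStudio computes from the rank of the signal among negative control beads. The authors' own table holds log2 values that the authors had made in GeneSpring 10.0 by raising low signals to background, taking logs, quantile normalization and centring each probe on its median over the samples. It served as an alternative only, and its values had a correlation of 0.985 to 0.998 with the values made here (slope 0.953 to 1.054). The unstimulated samples carry no genotype in their labels and were used as 1 group.

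Signals below the lowest signal with a detection p under 0.05 were raised to that signal, array by array (74.4 to 107.6 units), then transformed to log2 and quantile normalized over the 36 arrays. Probes detected at p under 0.05 on at least 3 arrays were kept (14202 probes), and each gene was represented by its kept probe with the highest mean, which gives 9606 genes, 2589 of them with more than 1 kept probe. Gene symbols were brought up to date through the Entrez identifiers of the probes. A gene annotation served for names and for the neighbours of a gene only. Between 10428 and 12326 probes were detected per array (40.6% to 48.0%, median 44.7%). Genes under the background of an array cannot be told apart from absent ones, so a fold against a group with no detection is a lower bound. Log2 values, group means, SDs and SEs refer to this scale.

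Arrays within a group were compared pair by pair. In unstimulated DCs and in PRR-/- and IFNAR-/- DCs at 4 h, the arrays numbered 1 and 2 differed by a median absolute deviation of 0.0964 to 0.107 log2 units, against 0.152 to 0.698 in the 99 other pairs, and their differences were nearly uncorrelated between probes of the same gene (Spearman -0.014 to 0.066, against 0.108 to 0.845; 1138 genes). As these pairs differed by less than any other, each was averaged and counted as 1 sample, a departure from the plan made after the data were seen. This leaves 33 samples: 8 unstimulated, 8 WT, 4 PRR-/- and 4 IFNAR-/- at 4 h, 6 WT and 3 IFNAR-/- at 14 h. The planned fit with all 36 arrays as samples was kept as an alternative. Samples of different groups at 4 h also resembled each other in 3 sets, each holding samples of every 4 h group and of unstimulated DCs (20 of 20 samples had their closest sample of another group in their own set). The sets were read from these same values, since the files name no slide or day, so this closeness is no independent test of them. They were used as a block and for values within sets. In the block, the samples outside the sets (unstimulated replicates 6 to 9 and all 14 h samples) formed 1 further level, though they were not shown to resemble each other. Replicate numbers of the labels were checked as pairs by the correlation of deviations from the group mean. For PRR-/- and IFNAR-/- DCs at 4 h against unstimulated DCs every pair correlated above 0.1 (0.124 to 0.688 and 0.317 to 0.741), and for WT against unstimulated DCs at 4 h not (lowest -0.104). For WT DCs at 4 h the pairs ranged from 0.017 to 0.921 with PRR-/- and from -0.087 to 0.904 with IFNAR-/- DCs. Between PRR-/- and IFNAR-/- DCs they ranged from 0.365 to 0.86. In mixed chimeras WT and knockout DCs can come from the same mice, and the labels do not say which samples do. All comparisons come from 1 unpaired model, which treats such samples as independent, with the replicate number as a block among the alternatives.

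Groups were compared with limma 3.58.1 in R 4.3.3: a linear model with 1 mean per group over all samples, moderated t-statistics, p-values adjusted by Benjamini and Hochberg over the 9606 genes, and a gene called at an adjusted p under 0.05 with a change of at least 2-fold, the limits the paper states. The paper's own test, the methods' t-test, was run beside it. Dependence was counted by calls of the difference between genotypes, not only by calls in each. Correlations of fold changes that share the unstimulated samples were set against 100 simulations without a response and against 70 divisions of the unstimulated samples. Lists of genes were tested with camera at its preset correlation of 0.01, with an estimated correlation beside it and with fry as an alternative, adjusted over the lists in each comparison. The 34 lists fixed from general knowledge cover type I IFN genes, antiviral genes, RNA sensing with IRF and STAT signalling, MHC class I and class II processing, costimulation and maturation, NFκB and TNF signalling, cytokines, chemokines, oxidative phosphorylation, TCA cycle, glycolysis, the HIF1 pathway, pentose phosphate, ribosomal proteins, aminoacyl-tRNA synthetases, nucleotide synthesis, heme enzymes, glutathione, cholesterol synthesis, proliferation, the unfolded protein response, apoptosis, genes near Ifih1, and markers of type 1 and type 2 conventional DCs, plasmacytoid DCs, red pulp macrophages, monocytes, neutrophils, T cells, B cells, NK cells and erythroid cells. The 20 pathways of Tables S2 and S3 were tested as lists chosen by the study. Some genes of the paper's tables were not analysed here.

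The genes named in the text were fixed by rule: the deleted genes, the genes the paper names or lists in Table S1, the 10 largest rises and the 10 largest falls with no overlap between samples, up to 4 called members of each list described with any member needed to show one that did not pass, and Hif1a. The values in Tables S1 to S3 had been seen when the rule was written. This rule, the lists, the model, the limits and the alternatives that follow were fixed before the data were examined, with the 36 arrays as the planned samples. Counting the pairs of arrays as 1 sample and the sets were decided after. The alternatives were neqc (offset 16) in place of the floor, a floor at a detection p under 0.5, no floor, scaling to a common median, the authors' table, no filter, a stricter filter (detection p under 0.01 on every array of a group), the mean of a gene's probes, each probe on its own, the methods' t-test, limma on the compared groups only, array weights (statmod 1.5.0), no fold limit, an adjusted p under 0.01, the replicate block, and each knockout sample left out in turn. The samples of the other groups were left out in turn as well. Added later, after the data were seen, were the 36 arrays, the set block and the 14 h comparisons without WT replicate 6. The procedure was tested on simulated data with independent normal noise of each gene's SD within groups. Of 100 genes changed 3-fold, limma recovered 99 in WT against unstimulated DCs, 99 in PRR-/- and 96 in IFNAR-/- against WT DCs at 4 h and 98 at 14 h, with 0 false calls among 9406 unchanged genes in each. The simulation holds no sets of samples, no correlation between genes and no background floor, so it does not give the rate of false calls in the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.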

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

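The tests of macrophage content, of the sample sets, of knockout marrow, of a wrong label, of scaling, of a single sample and of the marker correlation without the 2 farthest samples were chosen after the results were seen, and the tests of neighbouring genes, of monocyte and neutrophil markers and of other splits before.

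Red pulp macrophage markers were higher in PRR-/- than in WT DCs at 4 h, a list the paper does not treat, though its Table S1 holds Spic and Hmox1 (median log2 difference 0.732, 17 genes; Spic at a mean log2 level of 11.82 against 10.72, C1qb at 10.02 against 8.53). The sets of samples are argued against as the whole cause only weakly. The lowest median within a set was 0.49, and that set holds 1 PRR-/- sample and 2 WT samples. Over unstimulated DCs their list medians were 1.167 against 0.036 and 1.011. The groups overlapped, as the 1.011 of WT replicate 2 lay above PRR-/- replicates 4 and 5 (0.333 and 0.847). For knockout marrow of any kind, the lower quartile of PRR-/- minus IFNAR-/- was 0.341 over the members (median 0.824, 14 of 17 above 0). This cannot decide, since IFNAR-/- DCs lack most of the IFN response that PRR-/- DCs keep. At 14 h the same markers were higher in IFNAR-/- than in WT DCs (median 0.538, 6 of 17 called). Macrophages among the sorted cells remain a candidate explanation: over the 29 samples of other groups the members' deviations had a median correlation of 0.268, above each of 10000 random lists (highest 0.243) but under the limit of 0.3 set for the test. The sort took CD11c hi cells without CD3, DX5 or B220 and names no macrophage marker, while 9 of the 17 genes were detected on every unstimulated array and 1 is also on another list. Monocyte markers were higher too (median 0.58, 0 of 9 called, camera adjusted p = 7.16e-05, 0.0618 with an estimated correlation), and an effect of the missing receptors on the DCs themselves was not tested and stays open.

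Ifi202b was at least 3.46 log2 units higher in PRR-/- than in WT DCs at 4 h, a gene the paper lists in Table S1 and does not discuss: 3 samples lay between 10.45 and 11.62 and replicate 4 at the background of 6.49, like all 8 WT samples. Unstimulated samples 1-2, 4 and 5, whose genotype the labels do not give, lay at 7.27, 6.91 and 7.58 and the other 5 at background. That replicate 4 is a WT sample under a wrong label is argued against, since its Ifih1 level was -0.59 relative to the lowest WT sample. An allele of another mouse strain around the gene could not be told apart from a response of these cells: 2 of 20 measured neighbours had an unadjusted p under 0.05 (Aim2 0.73 and Ifi205 -0.63), against 4.48% of 9585 other genes (Fisher's exact test, one-sided p = 0.226). No biological explanation was tested.

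Oxidative phosphorylation genes were higher in IFNAR-/- than in WT DCs at 14 h by a median of 1.04, and WT replicate 6 stood apart at -1.85 against unstimulated DCs. Under 5 other backgrounds and scalings the median difference was 0.891 (median scaling) to 1.086 (neqc). Relative to all genes the lowest was 1.024, a measure in which a shift common to all genes cancels. These values argue against the choice among these settings as the whole cause. Only median scaling leaves out quantile normalization, and an effect that depends on signal level was not tested. A single sample as the whole cause is argued against too (0.748 without WT replicate 6, where 12 genes were called in place of 35). Monocytes or neutrophils among the sorted IFNAR-/- DCs remain a candidate explanation: deviations of their markers and of the list within groups had a Pearson r of 0.473 over 33 samples (permutation p = 0.0373), past the limits written before the test (r above 0.3, p under 0.05), 0.676 over the 9 samples of 14 h and 0.564 within group and set (27 samples). Each of these r values includes WT replicate 6 at 14 h. The relation rests largely on WT replicate 6 at 14 h, which lay far below its group on the markers (-0.452) and on the list (-1.233). The other of the 2 samples farthest on the markers, IFNAR-/- replicate 1 at 14 h (0.431), lay near its group on the list (-0.021). Without these 2 samples, a condition added to the limits once the values had been seen and not used to decide, r was 0.305 (permutation p = 0.164). Spearman's rho over all samples was 0.209 (permutation p = 0.309). Lyz2, the most abundant marker, was at a mean of 14.98 in IFNAR-/-, 10.33 in WT and 13.32 in unstimulated DCs, the sort (CD11c hi CD3- DX5- B220-) names no monocyte marker, and 5 of 9 monocyte and 3 of 13 neutrophil markers were detected on every unstimulated array, while an effect of time and genotype on the DCs themselves was not tested and stays open.

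In 6 of 34 tested pairs of a gene, or the oxidative phosphorylation median, with a group, 1 sample lay far from the others. Chance alone gives this in about 1 in 20. These are Tlr3 in PRR-/- replicate 5 at 4 h (6.59), Isg15 in IFNAR-/- replicate 1-2 at 4 h (10.5), Lpl in WT replicate 4 at 14 h (6.7), Hif1a in WT replicate 8 at 4 h (8.7), and the oxidative phosphorylation median in unstimulated replicate 9 (0.43) and WT replicate 6 at 14 h (-1.85). For Tlr3 (others at 6.49) and Lpl (others at 6.49 to 6.52) the other samples lay at background, so these distances say little. The difference between IFNAR-/- and WT DCs changed between 4 and 14 h, by the interaction term, in 674 genes, among them Lpl (4.9), Lyz2 (4.26), C1qb (3.86), Ramp3 (-3.41), Tspan3 (-3.07) and Eno2 (-2.94, log2), and the medians of the glycolysis list and of the monocyte markers changed by 0.428 and 2.342. In a comparison the paper does not make, 608 genes differed between WT DCs at 14 h and at 4 h. Monocyte markers, which the paper does not treat, were higher in IFNAR-/- than in WT DCs at 14 h by a median of 1.352, and lower at 4 h (median -1.064).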

How the results depend on the processing

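The set block, the 36 arrays and the 14 h comparisons without WT replicate 6 were tests chosen after seeing the data. Each total of called genes stayed within 1.5 times its value under a floor at p under 0.5, no floor, median scaling, the authors' table, no filter, the stricter filter, both ways of joining probes, array weights (1 exception below), the stricter p, the replicate block, the 36 arrays, the set block and each sample left out. By direction some went past this: falls were 131 in WT and 143 in PRR-/- DCs at 4 h with median scaling (230 and 232), 137 in PRR-/- DCs without replicate 3, and 129 in IFNAR-/- DCs at 14 h with the replicate block (77). Rises were 238 in IFNAR-/- DCs at 4 h with array weights (147), 258 in IFNAR-/- against WT at 14 h with the methods' t-test (452), and in PRR-/- against WT (12) 5 at the stricter p, 5 and 7 without PRR-/- replicate 1-2 or 3 and 19 with the set block. Where a value changed, the cause was not tested, apart from the dropped fold limit, which by construction calls more genes. The slide block was not run, as the files name no slides, and the methods' t-test gives no value for the interaction. With the replicate number as a block the counts were 705, 694, 313, 28, 436, 1057, 319, 905, 626 and 737, in the order of the next sentence.

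In the order WT, PRR-/- and IFNAR-/- against unstimulated DCs at 4 h, PRR-/- and IFNAR-/- against WT at 4 h, WT and IFNAR-/- against unstimulated DCs at 14 h, IFNAR-/- against WT at 14 h and WT at 14 h against 4 h, neqc gave 1170, 1139, 505, 47, 718, 1639, 393, 1415 and 1040 genes, and no fold limit 4463, 3581, 1730, 56, 2484, 4545, 1031, 3195 and 3587, with 1654 for the interaction. Leaving out samples gave 641 to 743, 541 to 809, 243 to 331, 20 to 35, 423 to 464, 885 to 1275, 188 to 280, 750 to 1109 and 561 to 716, with 586 to 826 for the interaction. PRR-/- against WT at 4 h fell to 11 with the methods' t-test and 13 with limma on those groups only. With neqc, WT genes at 4 h weaker in IFNAR-/-, called the same way in PRR-/-, the same way in IFNAR-/- and weaker in PRR-/- numbered 459, 927, 293 and 27, and at 14 h weaker and the same way in IFNAR-/- 938 and 210. With no fold limit these were 1963, 3375, 1244, 27, 2638 and 597, and genes raised at 14 h in IFNAR-/- only were 280. Array weights gave 253 called the same way in IFNAR-/- at 4 h. Weaker in PRR-/- were 9 by the methods' t-test and 10 by limma on the compared groups. Fold-change correlations with WT (PRR-/- 4 h, IFNAR-/- 4 h, IFNAR-/- 14 h) were 0.936, 0.542 and 0.414 with neqc and 0.906, 0.474 and 0.348 with divided controls.

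Fixed lists passing camera, in the same order with the interaction last, numbered 16, 16, 6, 8, 16, 15, 8, 20, 11 and 16, and with an estimated correlation 9, 6, 0, 2, 7, 2, 2, 4, 0 and 2. Fry gave 28, 15, 3, 29, 13 and 19 for WT and IFNAR-/- at 4 h, PRR-/- against WT, WT and IFNAR-/- at 14 h, and WT at 14 h against 4 h. With no filter IFNAR-/- had 11 at 4 h and 13 at 14 h, and the set block left 4 for WT at 14 h against 4 h. With an estimated correlation, oxidative phosphorylation (1.04, adjusted p = 0.144) and ribosomal proteins (0.784, 0.315) in IFNAR-/- against WT at 14 h and NFκB and TNF signalling in IFNAR-/- at 4 h (0.648, 0.144) no longer passed, while with no filter oxidative phosphorylation in IFNAR-/- against WT at 4 h did (0.227, adjusted p = 0.0128). Without WT replicate 6 the median at 14 h was 0.748 for oxidative phosphorylation (12 called in place of 35) and 0.513 for ribosomal proteins (4 in place of 12). Of 786 calls of named genes, neqc, both other floors, the authors' table and no fold limit kept all, median scaling 747, no filter 769, the mean of probes 741, array weights 754, the stricter p 734, the replicate block 761, the 36 arrays 773 and the set block 732, where Cmpk2 at 14 h against 4 h reversed (0.033, adjusted p = 0.967). Limma on the compared groups kept 732 of the 786, and the methods' t-test 639 of the 701 calls it covers. The background moved the share of rises: IFNAR-/- against WT at 4 h had 227 rises and 491 falls with neqc (54 and 421 with median scaling). Median scaling put the median change of all genes at 0.231 in WT, 0.206 in PRR-/- and 0.133 in IFNAR-/- DCs at 4 h, 0.137 in WT DCs at 14 h, and -0.159, -0.218 and -0.193 in IFNAR-/- against WT at 4 h and 14 h and WT at 14 h against 4 h. Signals near the background of 74.4 to 107.6 units limit the folds of dim genes.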

Differences from the paper's values

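Alternatives named here were set before the data were examined unless marked. Counts are taken to differ when more than 1.5 times apart. The paper gives more than 700 genes upregulated in WT DCs at 4 h, and 461 were found here at the same stated limits. That lies just past the limit. The authors' table (480), no floor (479), neqc (628), a floor at p under 0.5 (479), median scaling (593), array weights (537) and each probe on its own (644) lie within it, all below the paper's number, and the other 8 of 15 alternatives differ (no filter, the stricter filter, the mean of probes, the methods' t-test, limma on the compared groups, no fold limit, the stricter p and the replicate block). The paper gives over 900 genes changed in a type I IFN-dependent manner at 4 h without stating how they were counted, and 523 genes changed here in WT and not the same way in IFNAR-/- DCs. Neqc, each probe on its own and array weights do not differ, and the other 12 do.

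For Ifna6 in WT over unstimulated DCs the paper's Table S1 has a fold of 2.625 and the value here is 3.962. Only the mean of a gene's probes does not differ, of 15 alternatives. For Mx1 in IFNAR-/- over unstimulated DCs the paper's Table S2 has 1.195 and the value here is 0.6875. Leaving out IFNAR-/- replicate 3 or 4 does not differ, and the other 17 of 19 alternatives do. Medians of the genes of a pathway (log2) were compared as well. In IFNAR-/- over unstimulated DCs the paper's table gives 0.148 for RIG-I activation and the value here is -0.028 (not differing without IFNAR-/- replicate 3, 4 or 5 and with the mean of probes, 4 of 18), the paper's 0.624 for IL-15 production stands beside 0.31 (not differing with array weights, neqc, no floor, median scaling, the authors' table and the floor at p under 0.5, 6 of 18), and the paper's 0.067 for the type I IFN pathway beside -0.005 (not differing with median scaling, array weights, the mean of probes and without IFNAR-/- replicate 1-2 or 4, 5 of 18). In WT over unstimulated DCs the paper's 1.137 for NFκB stands beside 0.787 (not differing with the mean of probes and median scaling, 2 of 14). In IFNAR-/- over WT DCs at 14 h the paper's 0.521 for aminoacyl-tRNA biosynthesis stands beside 0.304 (not differing with array weights, the replicate block, the mean of probes and without IFNAR-/- replicate 2 or 3, 5 of 17). The remaining alternatives differ in each case.

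Of 23 genes of Table S1 tested here, 17 were called the same way and 6 were not. Fap (lower by at least 0.69, as no PRR-/- array detected it) is called with neqc, the floor at p under 0.5, no floor and the authors' table, AA467197 (-1.57) without PRR-/- replicate 3 or 4, Mmp14 (1.03) with array weights, Camk2b (-0.96) with array weights and the replicate block, Cygb (1.81, adjusted p = 0.0561) with neqc, both other floors, median scaling, the authors' table, the stricter filter and without PRR-/- replicate 4, and Gp2 (1.02) under none. Of the 29 genes called here 12 are not listed in Table S1. Over the values of Table S2, 111 of 111 had the same sign here for WT, 108 of 111 for PRR-/- and 88 of 111 for IFNAR-/- over unstimulated DCs (Pearson r 0.954, 0.948 and 0.916 across genes), and over those of Table S3 207 of 208 (0.91). The paper names Lamp2, Il18, tap and MHC class II among the genes that IFNAR-/- DCs fail to raise at 4 h. Over unstimulated DCs, the folds here in WT and IFNAR-/- DCs were 2.656 and 1.556 for Lamp2, 1.914 and 1.137 for Il18, and 1.535 and 0.8169 for Tap2. None of these is taken to differ from the paper's folds. Between the genotypes, another comparison, Lamp2 and Il18 were lower in IFNAR-/- DCs by adjusted p (0.00123 and 0.00147) but by less than 2-fold (-0.77 and -0.75). Il15 and Tap1 were called lower there, Tap2 fell short of 2-fold (-0.91), and 0 of 21 class II genes were lower. The paper has oxidative phosphorylation raised in IFNAR-/- DCs at 4 h as well. Here the list lay in the same direction (median 0.25) but did not pass camera at an adjusted p under 0.05, except with no filter. The paper judged pathways by GSEA at an FDR of 0.25, another test with a looser limit, so this is no direct disagreement.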

Other observations

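Hif1a, the oxygen-regulated subunit of HIF1, rose at 4 h in WT and PRR-/- DCs and was not called in IFNAR-/- DCs, while the RNA of glycolysis genes as a list did not move with it. Hif1a had mean log2 levels of 7.89 ± 0.26 (SD) in 8 unstimulated, 9.34 ± 0.29 in 8 WT, 9.39 ± 0.30 in 4 PRR-/- and 8.15 ± 0.21 in 4 IFNAR-/- samples at 4 h, and 8.60 ± 0.39 in 6 WT and 7.94 ± 0.18 in 3 IFNAR-/- samples at 14 h. It rose in WT DCs at 4 h (1.45 ± 0.14 SE) and was lower in IFNAR-/- than in WT DCs (-1.18 ± 0.18). At 4 h the glycolysis list passed camera neither in WT (median -0.24, adjusted p = 0.575) nor in IFNAR-/- against unstimulated DCs (-0.11, adjusted p = 0.141), nor between the genotypes (0.08, adjusted p = 0.369). Of its 22 genes 3 rose and 1 fell in WT DCs at 4 h, the kinases Pfkp (2.33) and Hk1 (1.19) up and the glucose transporter Slc2a3 (-1.69) down, and 3 were lower in IFNAR-/- than in WT DCs. At 14 h 5 were higher in IFNAR-/- than in WT DCs and 1 lower (Tpi1 1.76, Ldha 1.44, Slc2a6 -1.67), and the list passed camera (adjusted p = 0.00342, 0.0309 with an estimated correlation). All these counts are the same adjusted over the list alone. In WT against unstimulated DCs at 14 h the list's median was -0.234, with 2 genes higher and 3 lower. For the switch to glycolysis the paper relies on the extracellular acidification rate at 14 h and on deletion of Hif1a. Those are other measures than the RNA levels given here. The HIF1 pathway list did not pass at 4 h or 14 h between genotypes (adjusted p = 0.0908 and 0.908).

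Between 4 and 14 h type I IFN and cytokine genes declined in WT DCs, and single class I and migration genes rose. All 10 type I IFN genes induced at 4 h were lower at 14 h (Ifna5 -3.93 ± 0.21 SE, Ifnb1 -1.92), though Ifnb1 (at least 2.63) and Cxcl10 (4.75) were still above unstimulated DCs, 7 of 14 chemokine genes were lower and 1 higher (Cxcl9 -3.62, Cxcl2 -2.38), and 4 of 17 cytokine genes were lower (Il27 -1.98, Il18 -1.42), with adjusted p = 3.92e-12, 0.0162 and 0.004 by camera and adjusted p = 0.122, 0.271 and 0.122 with an estimated correlation. Fscn1 (2.21), the cytokine signalling inhibitor Socs2 (2.50), Il15ra (1.66) and H2-Q7 (1.37) were higher at 14 h. Class II genes fell in WT DCs at 14 h for 7 of 21 and rose for 2 (H2-Ob -2.12, Lgmn 2.28). The 14 h samples lie outside the sets of the 4 h samples, so time and set cannot be separated fully.

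PRR-/- DCs at 4 h changed in 699 genes against unstimulated DCs, 467 up and 232 down, with 29 of 31 antiviral genes up (median 3.47) and none of 12 type I IFN genes. Of the remaining lists, in IFNAR-/- against WT DCs at 4 h cholesterol synthesis was higher (median 0.41, 1 of 15 called, adjusted p = 0.00853, and adjusted p = 0.148 with an estimated correlation) and type 1 conventional DC markers lower (1 of 12, adjusted p = 0.036, and adjusted p = 0.367 with an estimated correlation), and type 2 markers did not pass (0.14, adjusted p = 0.657). The unfolded protein response was higher in IFNAR-/- than in unstimulated DCs at 4 h (median 0.45, none of 14 called, adjusted p = 0.00338, and adjusted p = 0.224 with an estimated correlation). In WT against unstimulated DCs at 14 h proliferation genes were lower (median -0.48, 1 of 14, adjusted p = 0.0462, and adjusted p = 0.497 with an estimated correlation), a call lost without WT replicate 6. Erythroid markers were higher in WT DCs at 4 h (2 of 8, adjusted p = 0.00873, and adjusted p = 0.0777 with an estimated correlation). Genes near Ifih1, which may carry alleles of the donor strain of the knockout, were lower in PRR-/- than in WT DCs (median -0.37, none of 4 called, adjusted p = 0.00228, and adjusted p = 0.063 with an estimated correlation).

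Among other divisions of the same samples into groups of the same sizes, which take no account of the sets, the real one had the highest count of called genes in 8 comparisons: 691 against a highest other of 146 for WT, 699 against 349 for PRR-/- and 284 against 74 for IFNAR-/- over unstimulated DCs at 4 h, 444 against 177 for IFNAR-/- against WT at 4 h, 1054 against 630 and 238 against 49 for WT and IFNAR-/- over unstimulated DCs at 14 h, 925 against 802 for IFNAR-/- against WT at 14 h, and 608 against 387 for WT at 14 h against 4 h (1 of 100 or of 84 divisions each, the real one). For PRR-/- against WT at 4 h the real 29 was reached by 4 of 100 divisions, itself included, and the highest, 156, put PRR-/- replicates 1-2 and 5 with WT replicates 1 and 2, 3 of them samples of 1 set that also stand together in the 2 other divisions above 29, which points to a structure of the samples, so that a share under 0.05 alone does not settle this count. With the sets as a block the real division calls 39 genes. For the interaction 2 of 100 divisions reached 674, the other with 1103 when IFNAR-/- replicate 4 was grouped with WT replicates 6, 7 and 8 at 4 h. That division leaves the 14 h labels as they are, so the real 14 h difference remains in it, and its count is no measure of chance. The 802 came from WT replicates 2, 3 and 6 at 14 h against the rest. The oxidative phosphorylation median of 1.04 was reached in size by 2 of 84 divisions, and the highest other was 1.18. Among the 16 divisions that part the 4 numbered pairs, too few for a share under 0.05, the real count was 699 against a highest other of 287 for PRR-/- and 284 against 74 for IFNAR-/- DCs at 4 h, the others exchanging the members of pairs.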
